# Transcriptomic analysis of a *Clostridium thermocellum* strain engineered to utilize xylose: responses to xylose versus cellobiose feeding

**DOI:** 10.1038/s41598-020-71428-6

**Published:** 2020-09-03

**Authors:** Albert E. Tafur Rangel, Trevor Croft, Andrés Fernando González Barrios, Luis H. Reyes, Pin-Ching Maness, Katherine J. Chou

**Keywords:** Biotechnology, Computational biology and bioinformatics, Microbiology, Molecular biology, Systems biology

## Abstract

*Clostridium* (*Ruminiclostridium*) *thermocellum* is recognized for its ability to ferment cellulosic biomass directly, but it cannot naturally grow on xylose. Recently, *C. thermocellum* (KJC335) was engineered to utilize xylose through expressing a heterologous xylose catabolizing pathway. Here, we compared KJC335′s transcriptomic responses to xylose versus cellobiose as the primary carbon source and assessed how the bacteria adapted to utilize xylose. Our analyses revealed 417 differentially expressed genes (DEGs) with log_2_ fold change (FC) >|1| and 106 highly DEGs (log_2_ FC >|2|). Among the DEGs, two putative sugar transporters, *cbpC* and *cbpD*, were up-regulated, suggesting their contribution to xylose transport and assimilation. Moreover, the up-regulation of specific transketolase genes (*tktAB*) suggests the importance of this enzyme for xylose metabolism. Results also showed remarkable up-regulation of chemotaxis and motility associated genes responding to xylose feeding, as well as widely varying gene expression in those encoding cellulosomal enzymes. For the down-regulated genes, several were categorized in gene ontology terms oxidation–reduction processes, ATP binding and ATPase activity, and integral components of the membrane. This study informs potentially critical, enabling mechanisms to realize the conceptually attractive Next-Generation Consolidated BioProcessing approach where a single species is sufficient for the co-fermentation of cellulose and hemicellulose.

## Introduction

*Clostridium (Ruminiclostridium) thermocellum* is a thermophilic and anaerobic bacterium recognized for its superior, natural ability to directly ferment cellulosic biomass and grow on crystalline cellulose^1–4^. This gram-positive bacterium secretes cellulase and other enzymes that are either integrated into the multi-subunit, extracellular enzyme complexes called cellulosomes or free cellulase. These enzymes collectively eliminate the need for exogenously supplied and separately produced hydrolytic enzyme cocktails during the biochemical conversion of plant biomass to the desired product. While the bacterium expresses certain xylanases to break down hemicellulose^5,6^, it cannot grow on the soluble pentose sugars including xylose released from hemicellulose^7,8^. Although the bacterium has been considered a promising candidate for consolidated bioprocessing (CBP), which combines enzyme production, cellulose hydrolysis, and fermentation in one integrated step, CBP pertaining to *C. thermocellum* by convention is limited to utilizing only the cellulosic component of the plant biomass^2,9^. An even more practical and economical alternative, next-generation CBP (NG-CBP), was therefore proposed to directly ferment both cellulose and hemicellulose in the whole plant biomass using a single species, *C. thermocellum*^10^. Following along this concept, the bacterium has been engineered to ferment xylose via the integration of the xylose isomerase and xylulose kinase (encoded by *xylA* and *xylB* genes, respectively), and has demonstrated simultaneous co-fermentation of xylose with 6-carbon soluble (i.e., glucose, cellobiose) and insoluble substrates (i.e., Avicel or microcrystalline cellulose)^10^. The co-fermentation of both cellulose- and hemicellulose-derived substrates resulted in ethanol, acetic acid, and hydrogen (H_2_) as the dominant fermentation products and with lactic acid and formic acid reported in lower amounts^10^.

The transcriptome in a cell changes dynamically and actively depending on many factors including, but not limited to, the stage of development, environmental conditions^11^, and the presence of particular carbon sources^12–15^. Several studies have shown the transcriptional behavior of *C. thermocellum* in response to cellulose utilization^16,17^, furfural^18^, heat^18^, and ethanol stress^11^. In *C. thermocellum*, cell surface-bound cellulosomes, as well as the cell-free, long-range cellulosomes, mediate the deconstruction of cellulosic compounds^19,20^. The selective expression of the cellulosomal proteins is influenced by substrate availability^21–24^ and growth rates^25^. Similarly, as a result of carbon source availability, other genes differentially expressed in *C. thermocellum* are likely involved in the catabolism of the carbohydrates via glycolysis and pyruvate fermentation, ATP generation^17^, transcriptional regulation, initiations, sigma factors, signal transducers^20^, and more.

However, although previous studies in *C. thermocellum* have reported changes in gene expression as a response to carbon sources (e.g., pretreated switchgrass^21,22^, cellobiose^20,26^, cellulose^16,20^, pectin or xylan^27^), the transcriptional behavior in a *C. thermocellum* strain engineered to consume xylose has not been fully characterized. We hypothesize that since *C. thermocellum* does not naturally metabolize xylose, the introduced xylose-catabolizing pathway must induce cellular changes that help the bacteria facilitate the sensing, uptake/transport, and utilization of a substrate non-native to the cells. In this study, we set forth to compare differential gene expression by transcriptomic analyses via RNA-seq of an engineered, xylose-catabolizing strain (KJC335) grown in xylose (5 g/L) versus cellobiose (5 g/L) as the primary carbon source. As continued strain development for industrial applications requires an in-depth understanding of *C. thermocellum* physiology at utilizing five-carbon substrates, analyses performed herein provide insights into how the strain adapts to available xylose and how the adaptation contributes to xylose utilization. The knowledge of how the bacteria reallocate their cellular resources to grow on xylose is essential for rational re-engineering of the bacterium to efficiently co-utilize five-carbon (C5) and six-carbon (C6) simple and complex substrates. In this study, we examine the differentially expressed genes (DEGs) involved in cellulosomal components, xylose catabolic pathways, redox-mediating enzymes, sugar transporters, non-native substrate-sensing mechanisms, and chemotaxis. To our knowledge, this is the first study examining the transcriptional response in an engineered *C. thermocellum* strain capable of fermenting xylose as the primary carbon source.

## Results and discussion

### RNA-seq analyses and assembly

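KJC335 is a strain of the thermophilic, cellulose-degrading anaerobe C. thermocellum DSM1313 in which hpt, a hypoxanthine phosphoribosyltransferase gene used for counter-selection, was deleted and the xylose isomerase and xylulokinase genes xylA and xylB of T. ethanolicus were added. Cultures were grown on 5 g/L of cellobiose, a glucose disaccharide the species uses naturally, or on 5 g/L of the pentose xylose, with 3 biological replicates per sugar, and were harvested at an OD600 of 0.45 to 0.50. The paper gives specific growth rates of 0.149 ± 0.021 per hour on cellobiose and 0.061 ± 0.005 per hour on xylose, so sugar and growth rate change together in this comparison. Total RNA was depleted of rRNA and sequenced as paired-end reads, and the authors aligned the reads to the DSM1313 genome and deposited the number of reads per gene. Their table holds 3000 genes, 2707 under a locus tag and 293 under a gene name alone. The counts summed to 29555032, 23612186 and 30787369 in the cellobiose libraries (median 29555032) and to 24010242, 23288993 and 32884726 in the xylose libraries (median 24010242), beside the 20 to 30 M reads per sample that the paper states. The totals of 30787369 and 32884726 lie above that range, for a reason that was not tested. All values below use the counts.

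The counts were compared with edgeR's quasi-likelihood test after TMM scaling, with the sugar as the only term in the model. A minimum of about 10 counts in 3 libraries (edgeR's filterByExpr) removed 112 genes and left 2888. A log2 FC above 0 means a higher level on xylose, adjusted p-values are Benjamini-Hochberg values over these 2888 genes unless a list is named, and levels are edgeR's normalized CPM values (counts scaled to a common library size), given as the mean ± SD of 3 replicates. The gene lists, the rule for the genes named, the test and its alternatives were set before the data were examined, though the fold changes printed in the paper and its tables had been read. Lists were tested against all other genes with camera at its preset inter-gene correlation of 0.01, and each count of members past an adjusted p of 0.05 is followed by the count when p-values are adjusted over the list alone. With 3 libraries against 3, the exact two-sided permutation test of a single gene cannot give a p below 0.10, so the tests rest on edgeR's shared estimate of the spread. Reads assigned to the gene named hpt numbered 991, 613 and 770 in the cellobiose libraries and 903, 915 and 1102 in the xylose libraries. The paper describes hpt as deleted in this strain, and since the table gives that entry no locus tag, whether it is the deleted gene or another of that name could not be settled. The table has no entry named xylA or xylB, so the added genes could not be checked and were not analysed here.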

To determine the system-wide changes in gene expression in *C. thermocellum* cultures grown in xylose versus cellobiose, RNA-seq was performed on the KJC335 strain^10^ cultured and fed with the respective sugar as the primary carbon source in defined medium and harvested at mid-exponential phase. Our RNA-seq data were obtained from three biological replicates grown in either cellobiose or xylose. The *xylA* and *xylB* genes from *Thermoanaerobacterium ethanolicus* were previously integrated into the Δ*hpt* strain genome^10^. 

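Nearly every gene in the table was transcribed on both sugars, with 2979 to 2994 genes per library given at least 1 read and 2856 to 2914 given at least 10. The most abundant transcript was CLO1313_RS15300, a hypothetical protein, which took 6.62 to 6.88% of the counts in the cellobiose libraries and 4.41 to 4.81% in the xylose libraries (log2 FC −0.68, standard error 0.08, adjusted p = 7.22e-05), and was picked for its abundance after the values were seen. The 20 most abundant genes, among them subunit genes of the CbpA and CbpB sugar transporters and the glycolytic gene gap, took 31.7 to 32.8% of the counts of each library. The list of stable RNAs holds only the 3 found by gene name. Loci that Table S1 gives without a product were not in it. Several of those loci were lower on xylose in the authors' values and others were not. The RNase P RNA rnpB rose with a log2 FC of 0.54 (standard error 0.07, adjusted p = 0.000159). The 6S RNA ssrS, which binds RNA polymerase, rose with 0.87 (standard error 0.12, adjusted p = 0.000233). The tmRNA ssrA had −0.15 (standard error 0.14, adjusted p = 0.362) and passes only without xylose replicate 2, at −0.32 (adjusted p = 0.0286). As a list, these 3 RNAs gave 2 higher and 0 lower (the same 2 adjusted over the list alone; camera adjusted p = 0.292), and their share of the counts was 0.610 to 0.648% on cellobiose and 0.959 to 1.02% on xylose.

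Replicates of one sugar were close to each other. Across genes, which are not independent replicates, Pearson's r of log2 CPM was 0.996 to 0.998 between libraries of the same sugar and 0.956 to 0.962 between sugars, and the first principal component, which separates the sugars, held 90.0% of the variance. The libraries of one sugar still differed by more than the sampling noise, with a chi-square per degree of freedom of 13.5 to 84.6. None is therefore a copy or a repeat sequencing of another. Separate libraries of the same culture could also exceed that noise, so this cannot show that the cultures were separate.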

RNA-Seq analyses of 20 to 30 million paired-end sequencing reads per sample were obtained and aligned, resulting in in-depth coverage of the *C. thermocellum* transcriptome. Approximately 98% of the reads were mapped for KJC335 grown in cellobiose, and 97% of the reads were mapped for the strain grown in xylose using a publicly available genome as the reference (GenBank: NC_017304.1).

The degree of differentiation between the two conditions was represented using the absolute value of log_2_ fold change (FC). Log_2_ FC ≥|1| considering both up- and down-regulation was noted, and the absolute value of log_2_ FC ≥|2| was chosen to be the threshold for highly differentially expressed genes^17,28,29^. 

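Single genes changed many-fold between the sugars. Glutamine synthetase CLO1313_RS11700, which fixes ammonium into glutamine, had a log2 FC of 4.41 (standard error 0.20, adjusted p = 6.48e-07), from 4.60 ± 0.442 to 98.0 ± 25.8 normalized CPM. The phosphodiesterase gene CLO1313_RS04465 rose from 2.84 ± 0.504 to 45.1 ± 2.86, with a log2 FC of 3.97 (standard error 0.12, adjusted p = 1.03e-07). In the other direction, the hypothetical protein CLO1313_RS03650 fell from 219 ± 32.6 to 15.6 ± 1.95, with a log2 FC of −3.81 (standard error 0.14, adjusted p = 2.19e-07), and its neighbor CLO1313_RS03655, a predicted metallo-hydrolase of the MBL fold, had −2.80 (standard error 0.13, adjusted p = 6.50e-07).

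In all, 412 of the 2888 genes tested passed an adjusted p of 0.05 with more than a 2-fold change, 249 of them higher and 163 lower on xylose, and 1800 genes passed at any size, 896 higher and 904 lower. DESeq2 gave 417 genes past 2-fold (251 higher and 166 lower), of which 409 were shared. In 411 of the 412 genes every xylose library lay on the same side of every cellobiose library. Among all genes tested 2007 did so, or 69.5%, where chance gives 10%. The balance of directions depends on the scaling. With library totals alone, which shift the median of all genes by 0.147 in log2, 299 genes were higher and 118 lower past 2-fold and 1206 were higher and 660 lower at any size. A stricter test against the 2-fold bound itself (edgeR's glmTreat) called 252 genes.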

Based on the data, 417 DEGs with log_2_ FC >|1| and adjusted *p* value < 0.05 were identified when comparing strain KJC335 grown in xylose to the same strain grown in cellobiose (Fig. 1). 

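The largest decreases gathered in a few places on the chromosome. All 14 genes tested from CLO1313_RS11800 to CLO1313_RS11865, which include genes annotated for methionine and cysteine synthesis, a nitrogenase component and ABC transporters, were lower on xylose by more than 4-fold, with log2 FCs down to −3.24 and a median of −2.68. Among them were a diguanylate cyclase (CLO1313_RS11840, −3.24 with a standard error of 0.27), an O-acetylhomoserine aminocarboxypropyltransferase of methionine synthesis (CLO1313_RS11850, −3.02 with 0.25) and a radical SAM protein (CLO1313_RS11845, −3.02 with 0.24), with adjusted p-values of 1.36e-05, 1.45e-05 and 1.01e-05. On the increased side, the 7 neighboring genes from CLO1313_RS07135 to CLO1313_RS07165, which encode CheY, CheA and other signaling proteins, were all higher, by log2 FCs of 2.33 to 3.43. Single genes with large increases were the hypothetical protein CLO1313_RS07280, at 4.23 (standard error 0.10, adjusted p = 9.14e-08), and the hemerythrin CLO1313_RS15135, of a family of oxygen-binding iron proteins, at 3.90 (standard error 0.17, adjusted p = 4.90e-07). These runs of neighbors were picked after their values were seen.

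Past 4-fold, edgeR called 103 genes, 70 higher and 33 lower, and all 103 were among the 106 that DESeq2 called (71 higher and 35 lower). Of the genes marked in Fig. 1, CLO1313_RS08650 (5, 3 and 5 counts on cellobiose and 1, 0 and 0 on xylose) and CLO1313_RS12105 (0, 0 and 0 counts on cellobiose and 5, 1 and 4 on xylose) had too few counts to be tested. Tested against the 4-fold bound itself, 52 genes passed.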

When using a cut-off of log_2_ FC >|2| (Fig. 1), 106 out of 417 genes were categorized as highly differentially expressed genes (Supplementary Table S1) with 35 highly down-regulated and 71 up-regulated genes. 

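The hypothetical protein CLO1313_RS09935 fell from 706 ± 414 to 5.80 ± 0.309 normalized CPM, a log2 FC of −6.93 (standard error 0.48, adjusted p = 4.69e-06), the largest decrease among the genes tested. Its reads numbered 17767, 7563 and 33478 in the cellobiose libraries and 145, 146 and 197 in the xylose libraries, so the cellobiose replicates differ several-fold among themselves but all lie far above the xylose replicates. The chemotaxis protein gene next to it, CLO1313_RS09930, fell as well, from 459.6 ± 262 to 32.5 ± 2.37, with a log2 FC of −3.82 (standard error 0.39, adjusted p = 4.64e-05). The 4Fe-4S ferredoxin gene CLO1313_RS02705, a predicted electron carrier, was almost silent on cellobiose, with 10, 7 and 13 reads, and reached 2016, 2149 and 1665 reads on xylose. This is the largest increase of all genes tested, with a log2 FC of 7.56 (standard error 0.35, adjusted p = 6.48e-07) and a level of 72.1 ± 22.1 normalized CPM on xylose. For both genes the exact permutation test gave p = 0.10, the smallest that 3 libraries against 3 allow.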

Remarkably, the most down-regulated gene (CLO1313_RS09935, a hypothetical protein) displays a log_2_ FC >|6|, and the most up-regulated gene (CLO1313_RS02705, 4Fe-4S ferredoxin) shows a log_2_ FC of 7.57.

**Figure 1:**
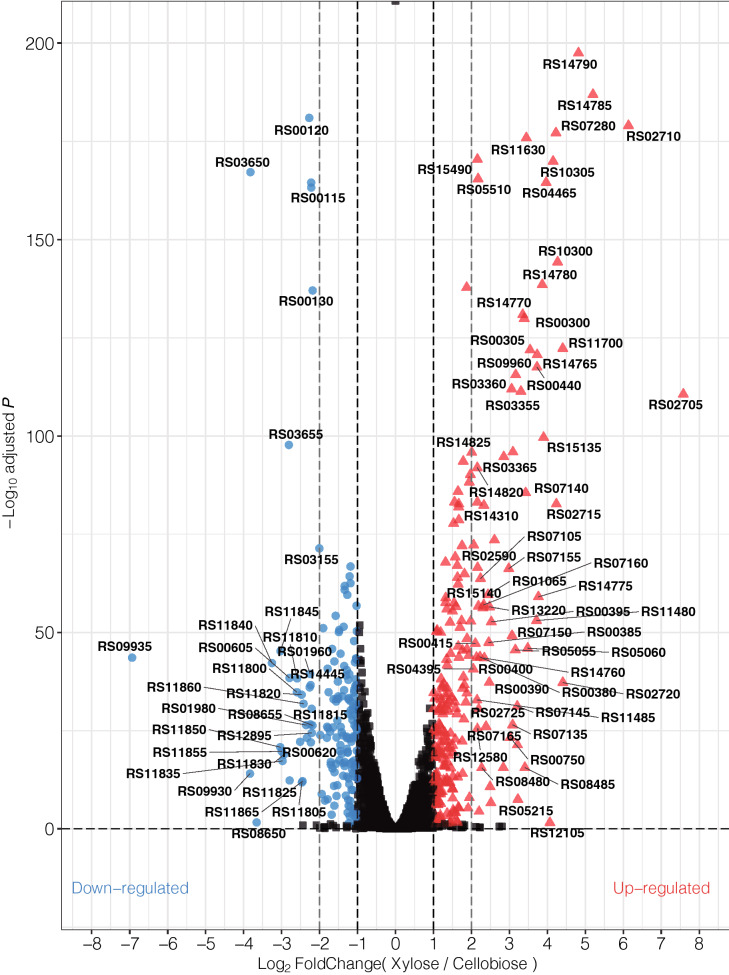
A volcano plot representing DEGs in the engineered *C. thermocellum* strain (KJC335) capable of growing on xylose as the main carbon source. DEGs were obtained from comparisons made between cultures grown in D-xylose vs. D-cellobiose. Down-regulated genes (log_2_ FC < − 1 and adjusted *p* value < 0.05) are shown in blue, and up-regulated genes (log_2_ FC > 1 and adjusted *p* value < 0.05) are shown in red. RS numbers in bold correspond to the numerical suffix of locus tags in *C. thermocellum* DSM 1313 (e.g., RS10310 = CLO1313_RS10310). The figure was created using the R package ggplot2^30^.

### Gene ontology analysis

To understand the functions of the DEGs and determine how the cells are impacted by xylose metabolism, the DEGs were mapped to gene ontology (GO) terms. Two strategies were used to perform the GO analysis. The first strategy consisted of determining the GO terms for all the genes with Log_2_ FC >|1| and adjusted *p* value < 0.05. This provides a *global view* of GO terms for the genes, which were then analyzed by the node score assigned by the software Blast2GO (Table 1). A higher node score indicates a greater association with the GO term. Results showed that DEGs were highly associated with GO terms for specific biological processes including carbohydrate metabolic processes, phosphorylation, chemotaxis, oxidation and reduction processes, and transport. GO terms associated with cellular component fall mainly in integral components of the membrane and much less in cytoplasm and others. GO terms for molecular function were obtained for ATP binding, transferase activity, and metal ion binding.

**Table 1:** A global view of the GO terms associated with DEGs and their corresponding node score and category.

GO term	Node score	Category
Cytoplasm	30.60	Cellular component
Plasma membrane	28.44	
Non-membrane-bounded organelle	16.96	
Integral component of membrane	96.86	
Carboxylic acid metabolic process	19.81	Biological processes
Carbohydrate metabolic process	34.15	
Nucleobase-containing compound biosynthetic process	4.44	
Organonitrogen compound biosynthetic process	12.90	
Oxidation–reduction process	30.98	
Phosphate-containing compound metabolic process	20.69	
Signal transduction	49.60	
Small molecule biosynthetic process	2.23	
Amide biosynthetic process	11.18	
Transmembrane transport	37.36	
Organic substance catabolic process	8.91	
Cellular macromolecule biosynthetic process	18.55	
Gene expression	18.08	
Cellular protein metabolic process	20.28	
Chemotaxis	24.00	
Transferase activity	33.95	Molecular function
Metal ion binding	33.16	
Hydrolase activity	107.80	
Cofactor binding	27.36	
Nucleic acid-binding	26.36	
Oxidoreductase activity	36.34	
ATP binding	43.00	

The node score was assigned by the software Blast2GO.

To distinguish the up-regulated from the down-regulated adaptations to xylose metabolism, the second strategy consisted of a *differential analysis* that considers down- and up-regulated DEGs independently. Figures 2 and 3 show the most significant GO terms (at least three genes predicted in the same GO term) classified in biological processes, molecular function, and cellular components for down- and up-regulated genes, respectively. It is important to note that terms with a similar function were grouped under the same parent terms. For instances, DNA binding includes sequence-specific DNA binding, hydrolase activity takes into account hydrolase activity acting on glycosyl bonds, and hydrolase activity hydrolyzing O-glycosyl compounds, ATPase activity also includes ATPase activity coupled to transmembrane movement of substances, cellulosic activity includes cellulose 1,4-beta-cellobiosidase activity [reducing end] and simply cellulose 1,4-beta-cellobiosidase activity, signal transduction includes phosphorelay signal transduction system, bacterial flagellum includes bacterial-type flagellum-dependent cell motility and bacterial-type flagellum organization. For the down-regulated DEGs, the highest GO terms were mapped to oxidation–reduction processes, ATP binding and ATPase activity, and integral components of the membrane (Fig. 2).

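Genes that the paper's Tables S4 to S6 assign to the terms named here were lower on xylose throughout. Of 17 genes under oxidation-reduction process, 13 could be matched by locus tag and tested, and all 13 were lower by more than 2-fold, with a median log2 FC of −1.60. They include the PFOR1 genes, which make acetyl-CoA from pyruvate, and hydrogenase subunits. The 8 genes under transmembrane transport were all lower (median −1.31), as were the 6 under ATPase activity (median −1.54) and 31 of 31 tested genes under integral component of membrane, of 33 listed (median −1.29). Under translation, 6 of the 8 genes listed could be tested and all 6 were lower (median −1.06). The paper filled these terms with genes it had already called lower on these same samples, so their direction is not independent evidence, and the terms were not tested here for enrichment.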

**Figure 2:**
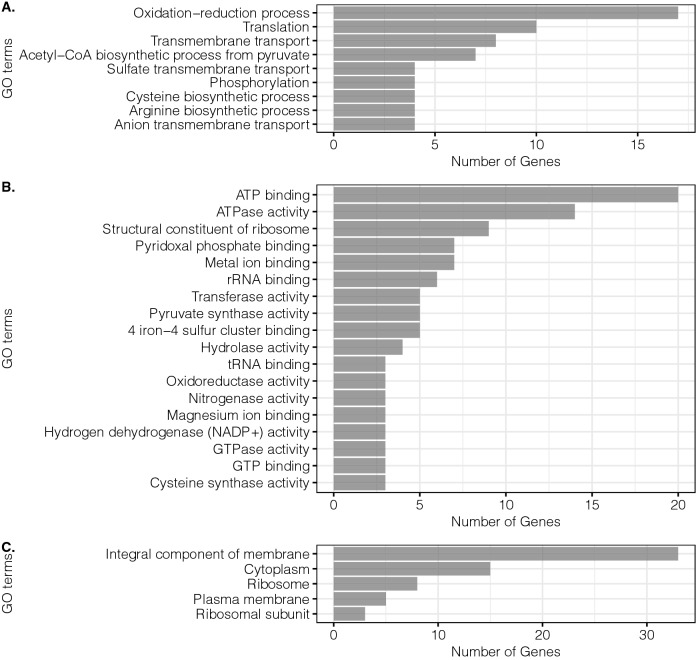
Main GO terms for down-regulated genes in KJC335. (**A**) Biological process. (**B**) Molecular function. (**C**) Cellular Component. The figure was created using the R package ggplot2^30^.

**Figure 3:**
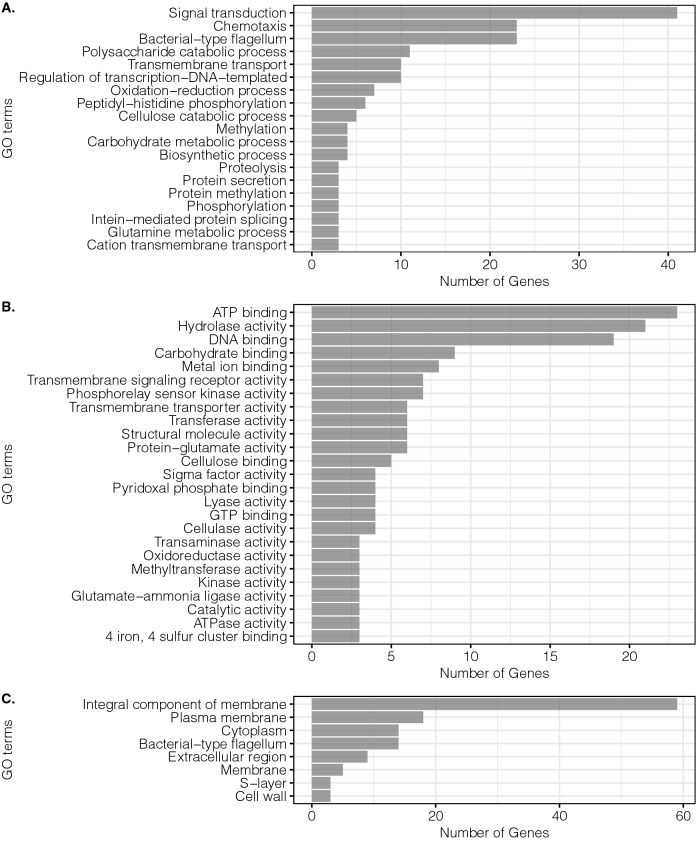
Main GO terms for up-regulated genes in KJC335. (**A**) Biological process, (**B**) molecular function, (**C**) cellular component. The figure was created using the R package ggplot2^30^.

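ATP binding holds kinases, ligases and the ATPases of transporters, and its members went both ways. Of 20 genes that Table S5 places under it among the down-regulated genes, 18 could be tested by locus tag and all 18 were lower past 2-fold, with a median log2 FC of −1.49. Of 23 that Table S8 places under it among the up-regulated genes, 18 could be tested and all 18 were higher past 2-fold, with a median of 1.61. For integral component of membrane, 37 genes of Table S9 could be tested and all 37 were higher past 2-fold (median 1.51). Both sides were filled by the paper from its own calls, so the tallies restate those calls with edgeR.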

Interestingly, for both up- and down-regulated DEGs, results showed that ATP binding is the molecular function with the highest number of genes involved (Figs. 2B,3B) and integral component of membrane tops the GO terms in cellular component (Figs. 2C,3C), indicating their significance in facilitating *C. thermocellum* adaption to xylose. In contrast, GO terms related to chemotaxis and motility were widely mapped for two categories on the up-regulated DEGs (Fig. 3A,C). 

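Genes for building and steering the flagellum rose together on xylose. Of 40 flagellar genes tested, 34 were higher and 1 was lower (the same counts adjusted over the list alone), and 25 were higher by more than 2-fold, with a median log2 FC of 1.19 (camera adjusted p = 4.11e-11; adjusted p = 0.385 with an estimated correlation). The gene flgM, whose product holds back the flagellar sigma factor, had a log2 FC of 2.16, and the hook-associated genes CLO1313_RS14820 and CLO1313_RS14825 had 2.16 (standard error 0.08) and 2.01 (standard error 0.07). Of 54 chemotaxis genes, 41 were higher and 5 lower (42 and 5 adjusted over the list alone, 44 and 1 with library totals), with a median of 1.25 (camera adjusted p = 2.97e-09; adjusted p = 0.385 with an estimated correlation). CLO1313_RS05060, a response regulator of the CheY type, rose from 0.838 ± 0.313 to 9.62 ± 1.03 normalized CPM, and CLO1313_RS11480, a chemotaxis protein, had a log2 FC of 3.71 (standard error 0.18, adjusted p = 7.67e-07). Among the genes the paper groups under GO terms of the up-regulated set, 22 of 23 under chemotaxis, 18 of 18 under phosphorelay signal transduction and 10 of 10 tested under flagellum-dependent motility were higher past 2-fold. The paper filled these terms with genes it had already called higher on these samples, so the term tallies are not independent evidence.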

Notice that depending on the gene, transmembrane transport and ATP-binding cassette (ABC) transporter genes were both up- and down-regulated based on GO analysis. 

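Genes annotated in Table S1 as part of an ABC transporter moved in both directions. Of 98 such genes tested, a group picked by product name after the data had been seen, 35 were higher and 40 lower on xylose, and 18 were higher and 14 lower by more than 2-fold. The largest decrease was that of CLO1313_RS11855, the substrate-binding protein of a predicted nitrate transporter, with a log2 FC of −2.99 (standard error 0.26, adjusted p = 1.63e-05). At the other end was CLO1313_RS02720, an ABC substrate-binding protein, which went from 0.321 ± 0.0803 to 6.95 ± 1.09 normalized CPM, with a log2 FC of 4.39 (standard error 0.23, adjusted p = 1.03e-06). The median over the 98 genes was −0.06.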

We hypothesize that since *C. thermocellum* was not evolved to utilize xylose as the main carbon source for growth, the transcript levels of genes involved in the machinery presumed to facilitate xylose transport were considerably perturbed as a means to compensate for the inefficiencies in transporting xylose to support growth.

To identify how the DEGs may play a role during xylose metabolism in *C. thermocellum*, an analysis was performed to represent DEGs in metabolic pathways using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database^31–33^. Complementary to GO analysis, Pathview^34^ was used as the bioinformatics platform to perform functional classification and pathway assignment of the up- and down-regulated DEGs (Log_2_ (FC) >|1| and adjusted *p* value < 0.05) shown in Fig. 1. In doing so, 67 of the 467 genes (Supplementary Table S2) could not be mapped since KEGG still uses an older locus tag system for *C. (Ruminiclostridium) thermocellum.* There is not an equivalent accession number for these genes in KEGG. The remaining DEGs were shown to involve around 30 KEGG pathways including carbon metabolism, ABC transporters, bacterial chemotaxis, amino acid metabolism (mainly cysteine and methionine metabolism), pyruvate metabolism, and biosynthesis of secondary metabolites (Supplementary Table S3).

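Amino acid synthesis changed in opposite directions for different pathways. Of 11 genes listed for glutamate and glutamine synthesis, which brings ammonium into organic nitrogen, 10 were higher on xylose and 0 lower (the same counts adjusted over the list alone), with a median log2 FC of 1.66 (camera adjusted p = 4.88e-05; adjusted p = 0.385 with an estimated correlation). The glutamate synthase gene CLO1313_RS10305 rose from 9.91 ± 1.33 to 177 ± 28.6 normalized CPM, with a log2 FC of 4.16 (standard error 0.15, adjusted p = 2.19e-07), and its neighbors CLO1313_RS10300 (a 4Fe-4S ferredoxin) and CLO1313_RS10310 (a hypothetical protein) rose by 4.28 (standard error 0.13) and 4.26 (standard error 0.12). These neighbors are in the list too, which was filled by product name and from Table S11 and also holds regulators, so not every member is an enzyme of the pathway. All 7 genes of arginine synthesis were lower (all 7 adjusted over the list alone), with a median of −1.71 (camera adjusted p = 0.000686; adjusted p = 0.385 with an estimated correlation). The large subunit of carbamoyl phosphate synthase, CLO1313_RS13000, which feeds arginine and pyrimidine synthesis, fell from 4719 ± 775 to 1269.8 ± 86.0, with a log2 FC of −1.89 (standard error 0.12, adjusted p = 2.61e-06), and the ornithine carbamoyltransferase argF had −1.54 (standard error 0.12, adjusted p = 7.62e-06). Aminoacyl-tRNA synthetases, which charge tRNAs for translation, were more often lower than higher, with 13 of 22 lower and 3 higher (15 and 3 adjusted over the list alone, 8 and 3 with library totals) and a median of −0.31, or −0.17 with library totals (camera adjusted p = 0.0205; adjusted p = 0.473 with an estimated correlation), but valyl-tRNA synthetase CLO1313_RS09625 rose with 1.64 (standard error 0.08, adjusted p = 8.38e-07). Cysteine synthesis genes are among those lower on xylose in the plot of list members. No pathway enrichment was computed here.

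**Figure D1:**
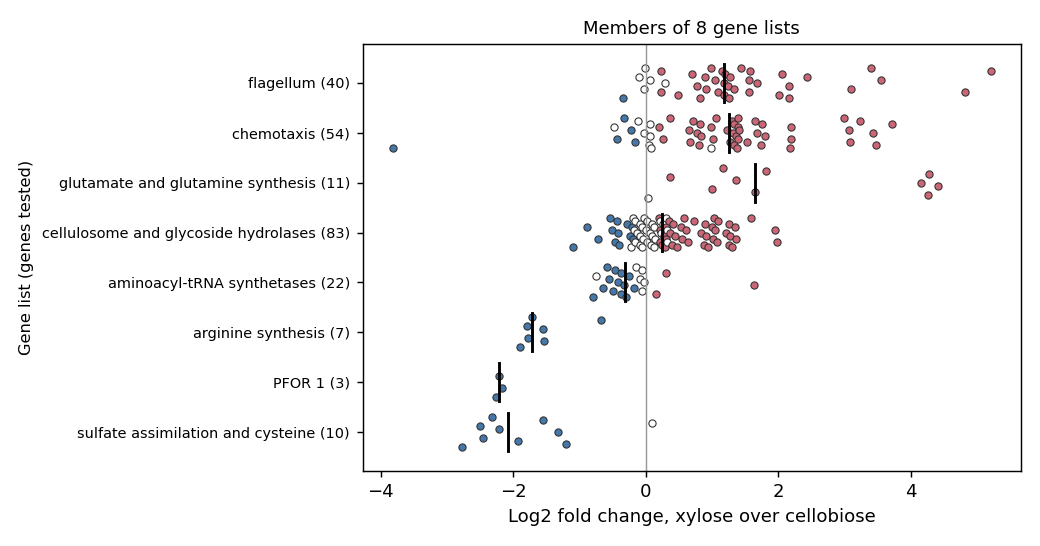
Log2 fold change (xylose over cellobiose, x axis) of every tested member of 8 gene lists, with the number tested in parentheses. Each point is a gene, red where higher and blue where lower at an adjusted p under 0.05 in edgeR and white where it did not pass, and black bars are list medians, which run from −2.21 for PFOR 1 to 1.66 for glutamate and glutamine synthesis.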

### D-Xylose transport and assimilation in KJC335

Five putative ATP-dependent ABC sugar transporters were previously identified in *C. thermocellum*, and their purified solute-binding proteins were shown to interact with hexose sugars of varying lengths (cellobiose [G2] to cellopentaose [G5]) with different affinities^35^. To gain insight into which of the sugar transporter systems may be involved in xylose uptake, we examined the log_2_ FC of all five transporters in *C. thermocellum* previously reported by Nataf and co-workers^35^. 

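The CbpD operon, which encodes a sugar ABC transporter, was transcribed more strongly on xylose as on cellobiose. The solute-binding protein gene CLO1313_RS00400 rose from 80.8 ± 15.8 to 357 ± 43.8 normalized CPM, with a log2 FC of 2.14 (standard error 0.15, adjusted p = 5.28e-06). The nucleotide-binding subunit gene CLO1313_RS00405 rose from 50.2 ± 8.81 to 193 ± 17.7, with 1.94 (standard error 0.13, adjusted p = 3.84e-06), and the next gene, CLO1313_RS00410, from 28.4 ± 3.73 to 113 ± 12.5, with 1.99 (standard error 0.12, adjusted p = 2.16e-06). CLO1313_RS00415, drawn at the end of the operon in Fig. 4 and annotated as a phosphoglycerate mutase, had 2.11 (standard error 0.13, adjusted p = 3.12e-06). All 4 genes were higher (all 4 adjusted over the list alone; camera adjusted p = 0.00527; adjusted p = 0.385 with an estimated correlation). The paper took this transporter from earlier work and reported its rise on these same samples. The count here restates that result and is not independent evidence of its direction.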

In KJC335, our RNA-seq data showed that these neighboring genes, CLO1313_RS00400, CLO1313_RS00405, and CLO1313_RS00410 display a Log_2_ FC of 2.13, 1.93, and 1.97, respectively (Fig. 4), with CLO1313_RS00400 being the previously reported cellodextrin binding protein, CbpD. 

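The transporter operon of CLO1313_RS09235 to CLO1313_RS09245, which the paper draws as that of CbpA, was among the most strongly transcribed on both sugars and changed little. CLO1313_RS09235 went from 13236 ± 338 to 20179.8 ± 752 normalized CPM, with a log2 FC of 0.61 (standard error 0.06, adjusted p = 4.54e-05). For CLO1313_RS09240 the log2 FC was 0.15 (standard error 0.07, adjusted p = 0.0892), and for CLO1313_RS09245 it was 0.17 (standard error 0.07, adjusted p = 0.0615), neither of which passed, though CLO1313_RS09245 lies close to the threshold and passes with upper-quartile factors, with at least 100 counts in 3 libraries and without xylose replicate 1 (adjusted p = 0.0447, 0.0413 and 0.0481). As a list of 3 genes, 1 was higher and 0 lower (1 and 0 adjusted over the list alone; camera adjusted p = 0.169). With library totals alone all 3 were higher, with a median of 0.32.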

Although both CLO1313_RS00400 and CLO1313_09235 genes (CbpD and CbpA, respectively, in *C. thermocellum* ATCC 27405) display homology to the arabinose-binding protein, AraP, from *Geobacillus sterothermophilus,* CLO1313_RS09235 displays a log_2_ FC of only 0.59 and is not as responsive to the presence of xylose as CLO1313_RS00400. The up-regulation of the CbpD operon is consistent with a previous study by Verbeke et al*.* when the DSM 1313 derived strains without the ability to utilize xylose for growth were challenged with pentose sugar^29^. In this study, CbpD was suggested to be a xylose transporter^29^*.* Interestingly, when we modified the genomic copy of the *CLO1313_RS00405* gene encoding ATPase component of the CbpD transporter in the KJC335 genome (mutation of glycine at 315 residues of this protein to serine), improved growth on xylose (5 g/L) as the primary carbon source was observed (Supplementary Figure S1). This Gly315Ser point mutation is one of the six point mutations acquired from evolving a *C. thermocellum* strain bearing a plasmid-based expression of the same *xylAB* genes to grow on xylose (5 g/L) in a separately performed adaptive laboratory evolution, and this particular evolved mutant (a clonal isolate from a mixture of evolved mutants) displayed significantly faster growth on xylose (Supplementary Figure S2). However, when we deleted the gene *clo1313_RS00405* (same as *clo1313_0078* using the previous locus tag system) in KJC335, the growth of the mutant was not affected when either cellobiose (5 g/L) or xylose (5 g/L) was the primary carbon source (Supplementary Figure S3). The up-regulated expression of the operon bearing *cbpD* and our mutants growth data combined suggest that CbpD transporter can be involved in xylose uptake, but another transporter(s) may compensate for CbpD in its absence. Alternatively, it is possible that another ATPase subunit of an ABC transporter can supplement the activity of the deleted one, which has been suggested previously in other systems^36^. This may warrant further deletions of the other two genes encoding the transmembrane and solute binding proteins of the ABC transporter.

**Figure 4:**
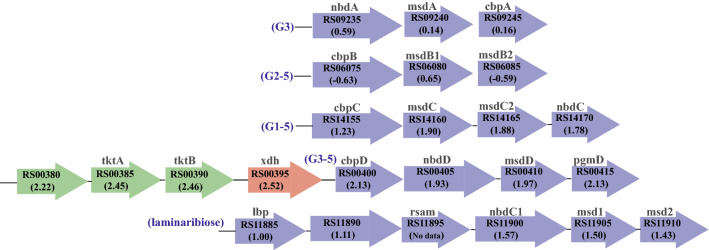
Five ATP-binding sugar transporters in *C. thermocellum* and the putative operons of the transport systems. The numbers in parenthesis are log_2_ fold changes. RS numbers in bold correspond to the numerical suffix of locus tags in *C. thermocellum* DSM 1313 (e.g., RS09235 = CLO1313_RS09235). Previous characterization of cellodextrin-binding proteins (Cbp) subunits revealed that CbpA binds only to cellotriose (G3), CbpB binds to cellodextrins ranging from cellobiose to a cellopentose (G2-G5), while CbpC and CbpD preferentially bind to cellotriose, -tetrose, and -pentose (G3–G5)^37^. Differential fold changes among the putative *cbpC*, *cbpD*, and *lbp* bearing operons suggest that one or more of these solute-binding proteins may bind promiscuously to xylose and facilitate xylose transport. Abbreviations: msd for membrane-spanning domain, nbd for nucleotide-binding domain, *tktA* for transketolase subunit A, *tktB* for transketolase subunit B, *xdh* for xylitol dehydrogenase.

In addition to CbpD transporter, two other predicted sugar transporter operons containing CbpC (CLO1313_RS14155-170) and laminaribiose binding protein (Lbp, CLO1313_RS11885-910) also showed an increase in log_2_ FC while the CbpB (CLO1313_RS06075) containing operon was not highly differentially expressed (Fig. 4). 

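Transcripts of the CbpC and Lbp operons rose on xylose and those of the CbpB operon fell slightly. In the CbpC operon, CLO1313_RS14165 rose from 156 ± 7.54 to 578 ± 101 normalized CPM, with a log2 FC of 1.89 (standard error 0.12, adjusted p = 2.89e-06), and the other 3 genes had log2 FCs of 1.23 to 1.89. In the Lbp operon, named for a laminaribiose-binding protein, CLO1313_RS11900 rose from 3.09 ± 0.136 to 9.25 ± 0.119, with 1.58 (standard error 0.10, adjusted p = 2.83e-06), and the 5 genes tested had log2 FCs of 1.01 to 1.58. CLO1313_RS11895, the remaining gene of that operon, was not analysed here. CbpB's own gene, CLO1313_RS06075, one of the most abundant transcripts, went from 44197 ± 1289 to 28622 ± 643, with −0.63 (standard error 0.06, adjusted p = 4.65e-05), and CLO1313_RS06080 and CLO1313_RS06085 had −0.64 (standard error 0.07) and −0.59 (standard error 0.07). All 4 CbpC genes (camera adjusted p = 0.0130; adjusted p = 0.385 with an estimated correlation) and all 5 Lbp genes (camera adjusted p = 0.00237; adjusted p = 0.385 with an estimated correlation) were higher, and all 3 CbpB genes were lower (camera adjusted p = 0.0292; adjusted p = 0.398 with an estimated correlation), with the same counts adjusted over the list alone. The CbpC, Lbp and CbpB operons were taken from the paper's figure, which draws transporters known from earlier work with their fold changes on these samples. Their counts restate those values and are not independent evidence. In the plot of the transporter operons, the CbpC, CbpD and Lbp genes lie far below those of CbpA and CbpB on either sugar.

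**Figure D2:**
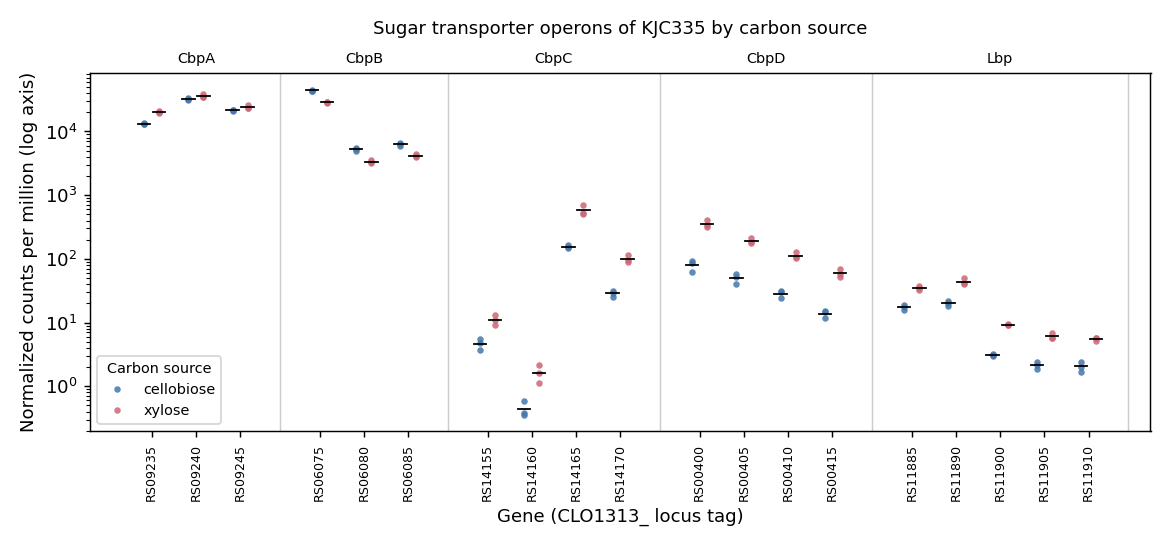
Normalized CPM (log axis) of the genes of 5 sugar transporter operons in each of the 3 cellobiose (blue) and 3 xylose (red) libraries, with black bars at the mean of each sugar. The CbpB genes are lower on xylose, with log2 FCs of −0.64 to −0.59, while every gene of the CbpC, CbpD and Lbp operons is higher on xylose.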

Combining our data with the reported literature, the results suggest that CbpC, CbpD, and Lbp might play a role in xylose uptake to differential extents. Validation of specific ABC transporters involved in facilitating xylose uptake in vivo will likely require deletion or inactivation of the other transporters followed by extensive growth characterization and is not pursued herein.

Amongst the highly up-regulated DEGs responsive to D-xylose shown in Fig. 1, genes *clo1313_RS00385* and *clo1313_RS00390* encode for transketolase enzyme subunits TktA and TktB, which are part of the non-oxidative pentose phosphate pathway (PPP). 

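Both transketolase subunit genes rose more than 5-fold on xylose. CLO1313_RS00385 (TktA) went from 11.7 ± 2.85 to 64.8 ± 6.58 normalized CPM, with a log2 FC of 2.46 (standard error 0.17, adjusted p = 4.34e-06), and CLO1313_RS00390 (TktB) from 16.7 ± 5.08 to 93.4 ± 6.86, with 2.47 (standard error 0.20, adjusted p = 1.03e-05). The neighboring CLO1313_RS00380 rose as well, with 2.23 (standard error 0.16, adjusted p = 5.42e-06). In every xylose library both tkt genes had more reads than in any cellobiose library, with 1478, 1646 and 2366 for TktA and 2210, 2332 and 3369 for TktB against 377, 189 and 389 and 553, 244 and 575 (exact permutation test p = 0.10 for each, the smallest possible here). All 4 genes of this locus passed (4 adjusted over the list alone; camera adjusted p = 0.00746; adjusted p = 0.385 with an estimated correlation). The locus was picked by the paper from these samples, so its count is not independent evidence. From the rise of TktAB the paper proposes that KJC335 metabolizes xylose through the non-oxidative pentose phosphate pathway, and it then overexpressed both genes from a plasmid to test whether transketolase limits growth on xylose.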

Transketolase typically catalyzes the reversible reaction of xylulose 5-phosphate (X5P) and erythrose 4-phosphate (E4P) to fructose 6-phosphate (F6P) and glyceraldehyde 3-phosphate (G3P), which provides a pathway to convert PPP intermediates into glycolysis. The up-regulation of TktAB therefore suggests that the xylose catabolizing strain employs this particular pathway to metabolize D-xylose. Notice that there are another predicted TktAB encoding genes (*clo1313_RS01525* and *clo313_RS01530*) also annotated in the DSM 1313 genome and are generally higher in expression than CLO1313_RS00385-390 in strains without the engineered XylAB pathway. However, *clo1313_RS01525* and *clo1313_RS01530* genes displayed a log_2_ FC of − 0.14 and − 0.04, respectively, and are not as responsive to xylose as *clo1313_RS00385-390*. 

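This second pair of transketolase genes showed no detectable response to the sugar. CLO1313_RS01525 had 817 ± 54.6 normalized CPM on cellobiose and 747 ± 51.7 on xylose, with a log2 FC of −0.13 (standard error 0.07, adjusted p = 0.154), and CLO1313_RS01530 had 765 ± 34.6 and 747 ± 24.5, with −0.03 (standard error 0.06, adjusted p = 0.626). Under library-total scaling the log2 FCs turn to 0.02 and 0.11, and neither passes there. The pair drew far more reads than the other pair in all 6 libraries, from 16772 to 28165 for CLO1313_RS01525 and from 16278 to 27081 for CLO1313_RS01530. Counts per kilobase were not compared because gene lengths were not used here.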

The transaldolase-encoding gene often found in the non-oxidative PPP in other bacteria is not found in the *C. thermocellum* genome.

To test whether the up-regulated transketolase can be a rate-limiting step in xylose catabolism, we overexpressed *clo1313_RS00385*–*390* genes on a plasmid driven by a glyceraldehyde phosphate dehydrogenase promoter (*gapDH* promoter) in KJC335 (Fig. 5A). While our results showed that *tktAB* overexpression (using plasmid pTC131374-5) led to no major differences with the control when grown on 5 g/L of cellobiose (control refers to KJC335 bearing an expression vector, pKJC84, without *tktAB* genes, Fig. 5B and C), overexpression of this transketolase substantially improved the growth of *C. thermocellum* on 5 g/L xylose (Fig. 5D). The doubling time for KJC335/pKJC84 is 19.0 ± 5.7 h and the overexpression of the transketolase reduced the doubling time to 5.8 ± 0.6 h (data reported as average ± SD with n ≥ 3). Given the same amount of fermentation time, the overexpression strain had utilized nearly all the xylose by the end of fermentation. Still, the control strain left about 3.5 times more xylose in the culture supernatant than the overexpression strain (Fig. 5E). Furthermore, there was increased production of lactate and formate in the overexpressing strain at the end of xylose fermentation. Our data indicated that transketolase is a rate-limiting step for xylose utilization, and the up-regulated *tkt* gene expression serves a means for KJC335 to adapt to growth on xylose as suggested by the transcriptomic analyses.

**Figure 5:**
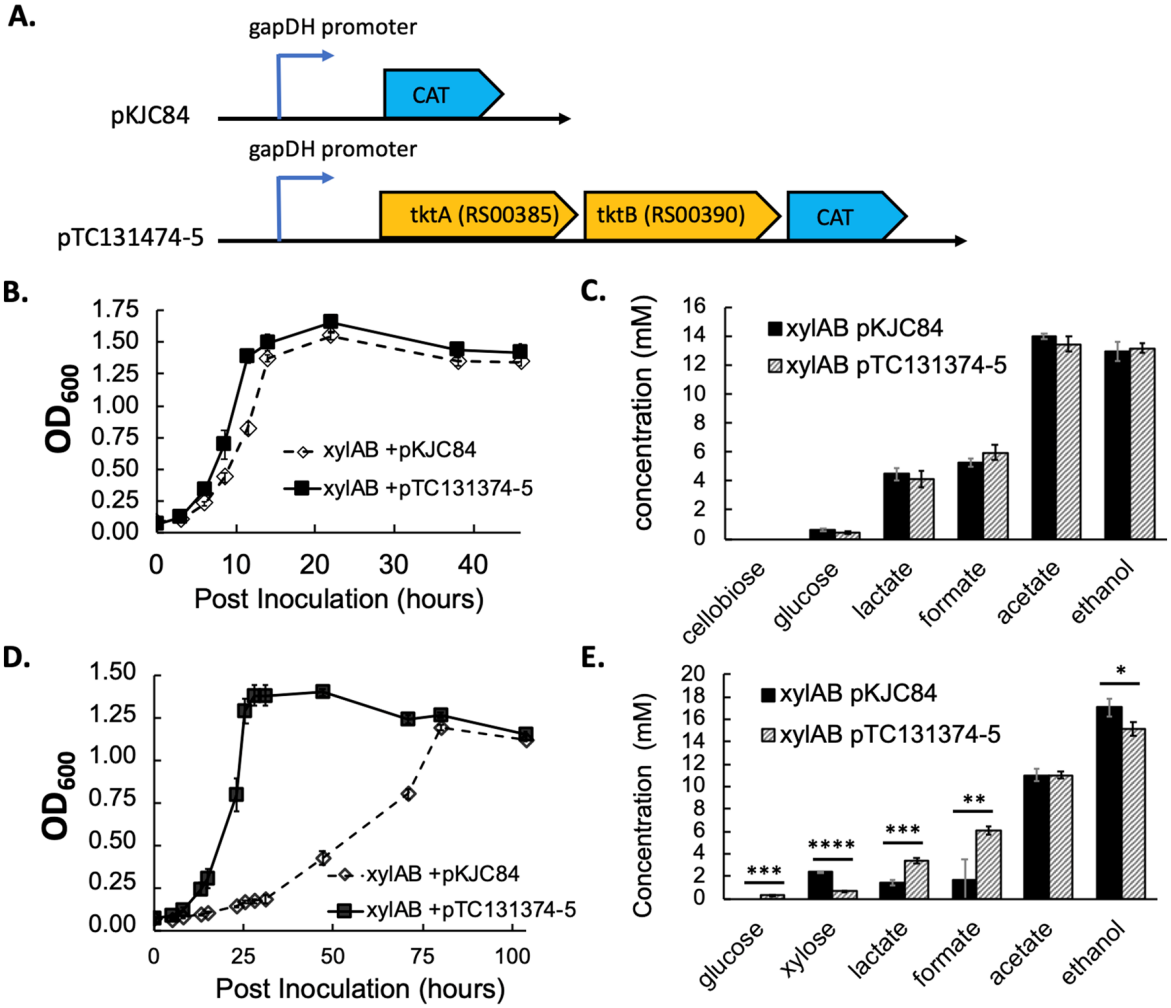
Effect of overexpressing transketolase in KJC335 on growth when either cellobiose or xylose is provided as the primary carbon source. (**A**) Constructs of a control plasmid pKJC84, which does not bear transketolase genes, and a plasmid, pTC131374-5, expressing *tktAB* genes. The non-coding regions upstream of glyceraldehyde phosphate dehydrogenase gene, also referred to as the “gapDH promoter,” is transcriptionally fused to the genes shown in the synthetic operons. Chloramphenicol resistance gene (CAT) is used for selection of the plasmid using thiamphenicol, a thermostable analog of chloramphenicol. (**B**) The growth curves of strains with or without expressing the *tktAB* genes on 5 g/L of cellobiose. (**C**) Concentrations of major metabolic end-products measured at the end of cellobiose fermentation shown in (**B**). (**D**) The growth curves of strains with or without expressing the *tktAB* genes on 5 g/L of xylose. (**E**) Concentrations of major metabolic end-products measured at the end of xylose fermentation shown in (**D**) (n ≥ 3, data reported as average ± SD). Student’s *t* tests were performed to assess significance, where (*) corresponds to a *p* value < 0.05, (**) to a *p* value < 0.01, (***) to a *p* value < 0.001, and (****) *p* value < 0.0001.

On the other hand, the log_2_ FC of the predicted NADH-linked xylitol dehydrogenase gene (CLO1313_RS00395) is 2.52, and this significant up-regulation suggests an active xylitol formation pathway. It is also important to note that an active xylitol dehydrogenase (Xdh) will likely consume the NADH pool for the formation of xylitol and, as such, have a consequence on the redox balance inside the bacteria. Collectively, Fig. 6 depicts the xylose catabolic pathway proposed in KJC335. In this model, the xylose metabolism is catalyzed by the *xylA* and *xylB* genes from *T. ethanolicus* that are integrated into the bacterial genome^10^*.* D-xylulose-5-phosphate is then presumed to enter glycolysis via D-glyceraldehyde-3-phosphate and D-fructose-6-phosphate by the action of the *tkt* genes, CLO1313_RS00385 and CLO1313_RS00390 native to KJC335.

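The predicted xylitol dehydrogenase gene CLO1313_RS00395, whose enzyme would interconvert xylitol and xylulose with NADH, rose from 25.3 ± 6.03 to 146 ± 13.5 normalized CPM on xylose. Its log2 FC was 2.53 (standard error 0.16, adjusted p = 3.43e-06) by edgeR, and each of the 3 xylose libraries exceeded each of the 3 cellobiose libraries. The change stands next to those of the transketolase genes on the chromosome.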

**Figure 6:**
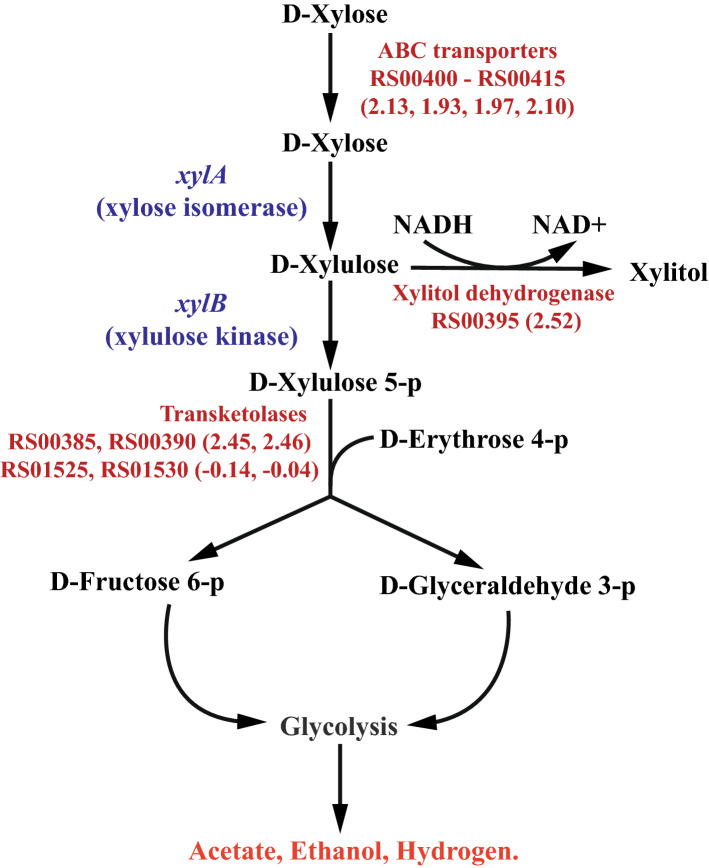
Proposed D-xylose utilization pathway in KJC335. Previous engineered genes from *T. ethanolicus* are shown in blue, and genes and pathways natives to *C. thermocellum* are in red. The numbers in parenthesis are log_2_ fold changes. RS numbers in bold correspond to the numerical suffix of locus tags in *C. thermocellum* DSM 1313 (e.g., RS00385 = CLO1313_RS00385).

To potentially investigate the role of Xdh and whether xylitol is indeed produced to divert some of the carbon and electron flux away from PPP, we supplemented KJC335 culture 7.5 and 15 g/L of xylose, respectively, without adding cellobiose, and measured if or how much xylitol was produced. Interestingly, xylitol was detected in the culture supernatant at the end of 72-h xylose fermentation, and results showed that an increase in xylose consumption increased xylitol production as well as the xylitol molar yield per mole of xylose consumed (Table 2). The molar yield reached as high as 0.30 ± 0.04 when there was 15 g/L of xylose initially present. The increase in molar yield at higher initial xylose loading may suggest xylitol production as overflow metabolism since transketolase is likely limiting in converting the PPP intermediates into glycolysis. We also noticed that without supplementing xylose as a carbon source, xylitol is not secreted when KJC335 grew on only cellobiose at either 7.5 or 15 g/L after over 90% of the fed cellobiose was consumed.

**Table 2:** Xylitol production and yield at different initial xylose loadings.

Initial cellobiose (g/L)	0	0
Initial xylose (g/L)	7.5	15
Xylitol produced (g/L)	0.14 ± 0.11	3.10 ± 0.09
Xylitol produced (mM)	0.90 ± 0.72	20.3 ± 0.6
Xylose consumed (g/L)	3.9 ± 0.2	9.4 ± 0.9
Xylose consumed (mM)	26.0 ± 1.4	62.7 ± 5.7
Molar yield of xylitol/xylose	0.04 ± 0.03	0.30 ± 0.04

Engineering xylose transporters in an industrial *Saccharomyces cerevisiae* strain have shown to enhance xylose uptake^38^. The overexpression of genes involved in non-oxidative PPP, including transketolases, has been reported to improve the rate of xylose consumption^39,40^. Transketolases play an important role and appear essential for xylose assimilation and utilization^38^. These data suggest that further improving the xylose utilization may involve engineering strategies such as enhancing the xylose transport system and enhancing the pentose phosphate pathway^41^ by debottlenecking the rate-limiting step(s).

### Transcriptional response in cellulase and cellulosomal components

The cellulosome is a large cell-surface bound multi-enzyme complex that synergistically degrades plant cell wall polysaccharides. The *C. thermocellum* genome contains 69 genes encoding for cellulosomal cellulases, 8 non-catalytic cellulosomal proteins, and 27 cellulosome-free cellulases^17^. Among the up-regulated genes based on GO analysis (Supplementary Tables S4, S5 and S6), 5 DEGs were categorized in molecular function and involved in cellulase activity, cellulose binding, and cellobiosidase activity. These genes encode for a glycoside hydrolase (CLO1313_RS02025, log_2_ FC = 1.06), a cellulose 1,4-β-cellobiosidase, (CLO1313_RS09145, log_2_ FC = 1.24), another glycoside hydrolase (CLO1313_RS11090, log_2_ FC = 1.07), an endoglucanase (CLO1313_RS13955, log_2_ FC = 1.58), and a carbohydrate-binding protein (CLO1313_RS05110, log_2_ FC = 1.97). 

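The 5 cellulose-active genes named were more strongly transcribed on xylose than on cellobiose. The largest change among these genes was that of the carbohydrate-binding protein CLO1313_RS05110, from 58.4 ± 4.83 to 231 ± 15.3 normalized CPM, with a log2 FC of 1.98 (standard error 0.08, adjusted p = 3.85e-07). The most abundant, the endoglucanase CLO1313_RS13955, went from 4680.0 ± 2089.9 to 14106 ± 1252, with 1.59 (standard error 0.26, adjusted p = 0.000754). The cellobiosidase CLO1313_RS09145 had 1.25 (standard error 0.09, adjusted p = 7.55e-06), and the glycoside hydrolases CLO1313_RS02025 and CLO1313_RS11090 had 1.02 (standard error 0.19, adjusted p = 0.00155) and 1.09 (standard error 0.09, adjusted p = 1.04e-05). All 5 lay past the 2-fold bound in edgeR.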

There are 5 DEGs that fall in the category of biological processes and are related to cellulose catabolic process. These genes encode for a cellulosome-anchoring protein (CLO1313_RS03225, log_2_ FC = 1.04), a cellulose 1,4-β**-c**ellobiosidase (CLO1313_RS09145, log_2_ FC = 1.24), a thermostable glucosidase B (CLO1313_RS05115, log_2_ FC = 1.94), a glycoside hydrolase (CLO1313_RS11090, log_2_ FC = 1.07), and an endoglucanase (CLO1313_RS13955, log_2_ FC = 1.58).

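A broader list of cellulosome and glycoside hydrolase genes moved by less than these genes, which the paper had taken from its own calls past 2-fold on these samples. The list was filled by product name and is not the cellulosome alone. It includes CLO1313_RS00700, annotated as an intracellular arabinofuranosidase. Of 83 genes annotated with a dockerin, a cohesin or a glycoside hydrolase activity, 41 were higher on xylose and 13 lower (41 and 14 adjusted over the list alone), with 16 higher and 1 lower by more than 2-fold. With library totals 48 were higher and 8 lower, with a median log2 FC of 0.39. The median with TMM was 0.24, against a range of −1.09 to 1.98 (camera adjusted p = 0.00912; adjusted p = 0.508 with an estimated correlation). The thermostable glucosidase B gene CLO1313_RS05115, whose enzyme cleaves cellobiose, rose from 47.2 ± 4.17 to 182 ± 9.88 normalized CPM, with a log2 FC of 1.95 (standard error 0.08, adjusted p = 3.85e-07). The cellulosome-anchoring protein CLO1313_RS03225 had 1.05 (standard error 0.16, adjusted p = 0.000515), while another protein with an anchoring cohesin region, CLO1313_RS07515, gave the lowest value of the list. From the same list, CLO1313_RS14190 rose with 1.36 (standard error 0.09, adjusted p = 3.12e-06). The list holds the carbohydrate-binding protein CLO1313_RS05110. CLO1313_RS01995 and CLO1313_RS02880, given in Table S1 as carbohydrate-binding proteins, are not in it. In the authors' values the former was lower and the latter higher on xylose.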

The expression profiles of *C. thermocellum* genes that encode cellulosomal enzymes and structural proteins have been reported to change in response to growth on different carbon sources^22,23,26,42–44^. Indeed, extracellular carbohydrate-sensing and signal-transduction mechanisms involving membrane-associated anti-σ factors (RsgI-like proteins) have been described in the closely related *C. thermocellum* strain, ATCC 27405^45,46^. In this proposed signal transduction mechanism, the extracellular C-terminal carbohydrate-binding domain (CBM) of an ORF, often annotated as glycoside hydrolase or membrane protein, senses (upon binding to) the target polysaccharide substrate. It then changes the protein conformation of the intracellular N-terminal subdomain and derepressed the σ-like factor that consequently induces the expression of σ-dependent genes coding for specific polysaccharide-degrading enzymes. Interestingly, CLO1313_RS09960 (encoding a peptidase) and CLO1313_RS05030 (encoding an α-L-arabinofuranosidase) in KJC335 were determined to be 100% identical to two of the nine RsgI-like carbohydrate sensing proteins (RsgI9, Cthe_0260, and RsgI5, Cthe_1273, respectively)^45^. They display log_2_ FCs of 3.16 and 0.93, respectively, while the rest of the seven RsgI-like glycoside hydrolases display the absolute values of the log_2_ FCs less than 0.70 (Supplementary Table S10). 

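CLO1313_RS09960, a predicted membrane-bound anti-sigma factor annotated as a peptidase, rose from 7.10 ± 0.425 to 64.0 ± 9.14 normalized CPM, with a log2 FC of 3.17 (standard error 0.12, adjusted p = 3.29e-07). CLO1313_RS05030, annotated as an arabinofuranosidase, rose from 21.7 ± 2.64 to 41.5 ± 4.40, with 0.94 (standard error 0.11, adjusted p = 0.000105). Of the other 7, CLO1313_RS09925 had 0.71 (standard error 0.07, adjusted p = 4.74e-05), CLO1313_RS02680 had 0.43 (standard error 0.10, adjusted p = 0.00485), CLO1313_RS09190 had 0.43 (standard error 0.08, adjusted p = 0.00103) and CLO1313_RS14110 had 0.30 (standard error 0.06, adjusted p = 0.00214). CLO1313_RS00560, CLO1313_RS09665 and CLO1313_RS11010 did not pass, at log2 FCs of 0.16, 0.06 and 0.04. Of the 9 sensors together, 6 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 0.43 (camera adjusted p = 0.0176; adjusted p = 0.385 with an estimated correlation).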

Besides these two genes, CLO1313_RS11345 determined to be 99% similar to Cthe_1471 in ATCC27405 encodes a glycoside hydrolase and was up-regulated in KJC335 (log_2_ FC = 1.01). 

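CLO1313_RS11345 rose about 2-fold, from 23.0 ± 1.52 to 46.8 ± 4.44 normalized CPM on xylose (SD over 3 replicates each). Its log2 FC of 1.02 (standard error 0.09, adjusted p = 1.85e-05) lies at the 2-fold bound within its error.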

Cthe_1471 is another type of putative anti-σ factor related to Rsi24 and contains a module that resembles a family 5 glycoside hydrolase (Rsi24C-GH5) previously reported to be a sensor in the signal transduction system in ATCC 27405^46^. These findings suggest that these anti-σ modules could sense the presence of xylose and trigger specific regulatory responses necessary to metabolize xylose. It is recognized that GH’s are a widespread group of enzymes that hydrolyze the glycosidic bond between two or more carbohydrates or between a carbohydrate and a non-carbohydrate moiety. In addition, four GH’s CLO1313_RS02025, CLO1313_RS09910, CLO1313_RS11090, and CLO1313_RS14535 were also found up-regulated (Supplementary Table S1), suggesting potential roles in ﻿extracellular carbohydrate-sensing in the presence of xylose^16,46^.

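Among these 4, CLO1313_RS14535, annotated as a sugar-binding protein in Table S1, had the largest fold change but the lowest level, from 0.763 ± 0.264 to 2.90 ± 0.726 normalized CPM, with a log2 FC of 1.96 (standard error 0.29, adjusted p = 0.000400). CLO1313_RS09910 rose from 110.4 ± 4.43 to 207 ± 7.47, with 0.91 (standard error 0.06, adjusted p = 4.02e-06), which is under 2-fold. CLO1313_RS02025 went from 408 ± 134 to 829 ± 45.7 and CLO1313_RS11090 from 191 ± 21.1 to 405 ± 16.5.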

### Redox related transcriptional responses

Electron transfer in *C. thermocellum* is often speculated but not well delineated. 

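Ferredoxins, small iron-sulfur proteins that carry electrons, responded to the sugar in different ways. Of 9 ferredoxin genes tested outside larger complexes, 3 were higher and 2 lower on xylose (the same counts adjusted over the list alone, 4 and 1 with library totals; camera adjusted p = 0.316), with a median log2 FC of 0.06, or 0.20 with library totals. Beside CLO1313_RS02705 and the ferredoxin next to glutamate synthase, the third that rose, CLO1313_RS11735, had a log2 FC of only 0.27 (standard error 0.06, adjusted p = 0.00359). CLO1313_RS15535 fell by a small amount, with −0.48 (standard error 0.08, adjusted p = 0.000561), and CLO1313_RS10470 had −0.23 (standard error 0.09, adjusted p = 0.0410), a call lost under several alternatives, among them leaving out any one of 5 libraries. The remaining 4 did not pass, and CLO1313_RS02645, also annotated as a 4Fe-4S ferredoxin, was at 0.03 (standard error 0.07, adjusted p = 0.755).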

Among a few putative ferredoxins displaying differential expression, the highest fold-change observed in Fig. 1 lies in the 7.57-fold up-regulation of CLO1313_RS02705, which is predicted to be a 4Fe-4S ferredoxin (Fd). While it is unclear which pathways are coupled to this Fd for electron transfer, pathways that may interact with Fds generally either provide electrons to generate reduced Fd (Fd_red_) or re-oxidize the reduced Fd for cellular functions. Based on a previous study^47^, there are five putative pyruvate:Fd oxidoreductase (PFOR) enzymes potentially involved in the oxidative decarboxylation of pyruvate to acetyl-CoA and transferring two electrons to generate reduced Fd (Fd_red_). 

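PFOR1, a pyruvate:ferredoxin oxidoreductase that turns pyruvate into acetyl-CoA and passes the electrons to ferredoxin, was transcribed less on xylose. CLO1313_RS00130 fell from 3539.6 ± 240.3 to 786 ± 44.3 normalized CPM, with a log2 FC of −2.17 (standard error 0.07, adjusted p = 1.74e-07). CLO1313_RS00115 fell from 1887 ± 111 to 408 ± 18.3, with −2.21 (standard error 0.07, adjusted p = 1.03e-07), and CLO1313_RS00120 from 1128 ± 62.9 to 235 ± 8.84, with −2.26 (standard error 0.07, adjusted p = 1.03e-07). All 3 genes tested were lower (3 adjusted over the list alone; camera adjusted p = 0.00288; adjusted p = 0.385 with an estimated correlation). CLO1313_RS00125, the other gene of this operon, was not analysed here. The operon was singled out by the paper from these samples, so this count is not independent evidence.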

Interestingly, we observed down-regulation of one of the five PFOR’s and the genes are CLO1313_RS00115-130 with log_2_ FC ranging between − 2.21 and − 2.18 (also referred to as PFOR1^48^, Supplemental Table S11). The absolute values of the log_2_ FC of the other four putative PFOR’s were below 1. 

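The 4 tested genes of PFOR2 were slightly higher on xylose, with log2 FCs of 0.24 to 0.38. CLO1313_RS06870 had 0.38 (standard error 0.09, adjusted p = 0.00490), CLO1313_RS06865 0.30 (standard error 0.09, adjusted p = 0.0177), CLO1313_RS06855 0.26 (standard error 0.09, adjusted p = 0.0317) and CLO1313_RS06860 0.24 (standard error 0.08, adjusted p = 0.0331). The last 3 of these pass with all libraries but not in every set that leaves one out, with adjusted p-values of up to 0.0515, 0.0748 and 0.0866. In PFOR5, CLO1313_RS01950, a 2-ketoisovalerate ferredoxin oxidoreductase subunit, fell from 158 ± 56.5 to 52.0 ± 6.76 normalized CPM, with −1.60 (standard error 0.23, adjusted p = 0.000304), while CLO1313_RS01935 had less than 1 CPM on either sugar and 0.41 (standard error 0.36, adjusted p = 0.348). Over these 6 genes, 4 were higher and 1 lower (4 and 1 adjusted over the list alone; camera adjusted p = 0.385). PFOR3 and PFOR4 were not analysed here.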

Several other pathways have been predicted to re-oxidize Fd_red_ and these include two putative electron bifurcating [FeFe] hydrogenases^49^ which, stoichiometrically, acquire two electrons from NADH and two electrons from Fd_red_ to reduced four protons (H^+^) for the synthesis of two hydrogen molecules (H_2_)^50^. We observed that both bifurcating hydrogenases were down-regulated. In particular, the putative operon containing the tetrameric bifurcating hydrogenase (CLO1313_RS09510-530) displayed log_2_ FC around − 1.13 to − 0.96, while the putative trimeric bifurcating hydrogenase showing log_2_ FC between − 0.86 and − 0.21. 

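Both enzymes take electrons from NADH and reduced ferredoxin to make hydrogen, and all 11 of their genes were lower on xylose (all 11 adjusted over the list alone), with a median log2 FC of −0.89 (camera adjusted p = 0.000151; adjusted p = 0.385 with an estimated correlation). In the tetrameric enzyme CLO1313_RS09510 fell from 3531 ± 323 to 1622 ± 109 normalized CPM, and the 5 genes had log2 FCs of −1.20 to −0.95. CLO1313_RS09520 had −1.20 (standard error 0.07, adjusted p = 2.87e-06) and CLO1313_RS09530 −0.95 (standard error 0.07, adjusted p = 4.83e-06). In the trimeric enzyme CLO1313_RS09060 fell from 7947 ± 588 to 4408 ± 355, and CLO1313_RS09055 had −0.89 (standard error 0.08, adjusted p = 1.72e-05). The smallest changes were those of CLO1313_RS09080, −0.28 (standard error 0.09, adjusted p = 0.0201), and CLO1313_RS09075, −0.20 (standard error 0.08, adjusted p = 0.0485). These 2 calls are lost with library totals (adjusted p = 0.116 and 0.444) and without any one of several libraries (adjusted p up to 0.0999 and 0.207).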

The third [FeFe] hydrogenase shown to be NADPH-dependent^51,52^ was slightly up-regulated and with log_2_ FC below 1 (Supplemental Table S11). 

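Of the 2 genes listed for this hydrogenase, CLO1313_RS02845 was higher on xylose, from 8.27 ± 0.435 to 14.2 ± 1.85 normalized CPM, with a log2 FC of 0.79 (standard error 0.11, adjusted p = 0.000312). Table S1 annotates CLO1313_RS02845 as a peptidoglycan-binding protein and only CLO1313_RS02840 as a hydrogenase. CLO1313_RS02840, which carried far more reads, had 4195 ± 269 on cellobiose and 4689.6 ± 321 on xylose, with 0.16 (standard error 0.07, adjusted p = 0.0890), which did not pass. With library totals alone its log2 FC was 0.31 (adjusted p = 0.00274).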

Other reactions that can potentially link to the ferredoxin include the reduction of NADP^+^ to generate NADPH via the electron-bifurcating NADH-dependent reduced Fd:NADP^+^ oxidoreductase (also known as the NfnAB complex with gene locus CLO1313_RS09340-345) and the membrane-associated reduced Fd: NAD^+^-oxidoreductase (also known as Rnf complex with gene locus CLO1313_RS00325-350). However, the expression of these genes did not meet the significance threshold of fold changes and display log_2_ FC between − 0.26 to 0.11 (Supplemental Table S11). In addition to the enzymes mentioned above, a highly down-regulated CLO1313_RS11835 (log_2_ FC = − 2.97), which according to KEGG, encodes for an oxidoreductase involved in N_2_ fixation.

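With all 6 libraries and the sugar as the only term, none of the 7 genes tested passed in edgeR after TMM scaling or in DESeq2, and none had an unadjusted p under 0.05 in edgeR after TMM scaling. CLO1313_RS09345 was not analysed here. NfnA, CLO1313_RS09340, had a log2 FC of 0.12 (standard error 0.08, adjusted p = 0.209) but passes with library totals, at 0.27 (adjusted p = 0.00929). The first Rnf gene, CLO1313_RS00325, had −0.26 (standard error 0.13, adjusted p = 0.104), with 628 ± 105 normalized CPM on cellobiose and 525 ± 61.9 on xylose. The other 5 Rnf genes had log2 FCs of −0.18 to −0.07, and 3 of them turn positive with library totals. CLO1313_RS00325 and CLO1313_RS00335 pass without cellobiose replicate 2 (adjusted p = 0.0394 and 0.0344). Together with the third hydrogenase and the Ech-type hydrogenase genes, 14 genes were tested as a list, of which 1 was higher and 5 lower (1 and 5 adjusted over the list alone, 3 and 5 with library totals; camera adjusted p = 0.0757). The 5 that fell are the Ech genes, CLO1313_RS02915 to CLO1313_RS02935, with log2 FCs of −1.50 to −0.57 and −1.47 (standard error 0.08, adjusted p = 1.37e-06) for CLO1313_RS02930.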

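CLO1313_RS11835 fell from 209.6 ± 72.6 to 26.8 ± 3.85 normalized CPM, with a log2 FC of −2.96 (standard error 0.26, adjusted p = 1.71e-05). Its neighbor CLO1313_RS11830, annotated as nitrogenase component 1, had −2.92 (standard error 0.26, adjusted p = 1.82e-05), and nifH, named for the nitrogenase iron protein, had −2.23 (standard error 0.22, adjusted p = 3.96e-05). Of 7 genes matched by a nif name or product, 5 were lower and 1 higher (the same counts adjusted over the list alone, 4 and 2 with library totals). The camera adjusted p was 0.0683. Not every member need belong to nitrogen fixation. The abundant nifJ, a name used for pyruvate:ferredoxin oxidoreductase genes, is counted among the lower genes, with −0.29 (standard error 0.07, adjusted p = 0.00413). The list includes nifU, an iron-sulfur scaffold gene, which rose with 0.40 (standard error 0.11, adjusted p = 0.0101), and CLO1313_RS12360, also annotated NifU, which fell with −0.87 (standard error 0.06, adjusted p = 4.02e-06).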

### Sulfate transport and metabolism, and links to stress responses

Key genes in the assimilatory sulfate reduction pathway are present in *C. thermocellum*, and sulfur is required for the bacterial growth^51^. The genes, CLO1313_RS00605 and CLO1313_RS00620 with log_2_ FC of − 2.79 and − 2.22, respectively, encode a sulfate transporter subunit and sulfate ABC transporter ATP binding protein, respectively (Fig. 1). 

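Transcripts for sulfate uptake fell to low levels on xylose. CLO1313_RS00605 went from 12.5 ± 2.48 to 1.81 ± 0.331 normalized CPM, with a log2 FC of −2.78 (standard error 0.19, adjusted p = 4.83e-06), and CLO1313_RS00620 from 6.42 ± 1.18 to 1.38 ± 0.0240, with −2.22 (standard error 0.17, adjusted p = 9.45e-06). The permease genes cysW and cysT, given by name alone in the table, fell as well, with −2.50 (standard error 0.22, adjusted p = 1.85e-05) and −2.33.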

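The genes that activate and reduce sulfate fell on xylose too. CLO1313_RS00630, sulfate adenylyltransferase, went from 4.45 ± 1.12 to 1.54 ± 0.280 normalized CPM, with a log2 FC of −1.55 (standard error 0.23, adjusted p = 0.000358). CLO1313_RS00635, adenylylsulfate kinase, had −1.21 (standard error 0.13, adjusted p = 5.92e-05), and CLO1313_RS00625, phosphoadenosine phosphosulfate reductase, went from 2.77 ± 0.549 to 0.727 ± 0.228, with −1.93 (standard error 0.25, adjusted p = 0.000199). In the plot of the sulfate genes, no xylose library reaches any cellobiose library for these genes.

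**Figure D3:**
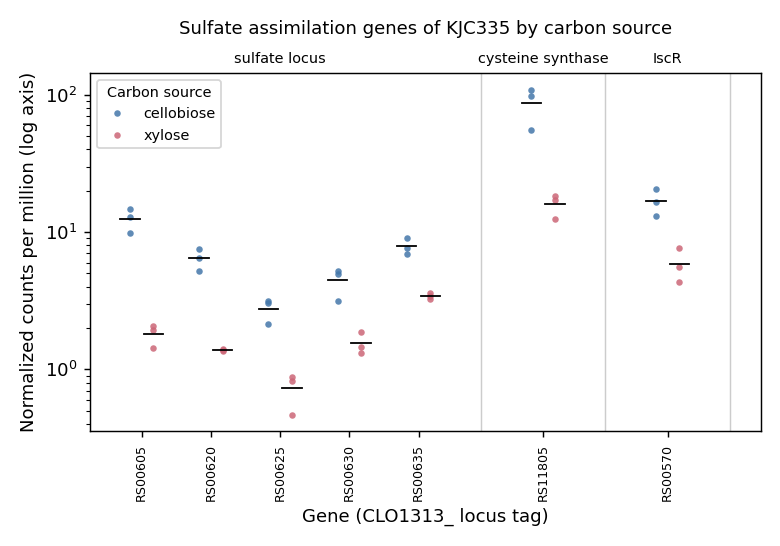
Normalized CPM (log axis) of genes of sulfate uptake, activation and reduction, of cysteine synthase CLO1313_RS11805 and of the regulator gene iscR (CLO1313_RS00570), in each of the 3 cellobiose (blue) and 3 xylose (red) libraries, with black bars at the mean of each sugar. Every xylose library lies below every cellobiose library for each gene drawn.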

Immediately adjacent to these genes on the genome encode the sulfate activation enzymes (CLO1313_RS00630 and CLO1313_RS00635 with log_2_ FCs of − 1.55 and − 1.21 for sulfate adenylyltransferase and adenylylsulfate kinase, respectively) and the reduction to sulfite (CLO1313_RS00625 with log_2_ FC of − 1.94 for phosphoadenosine phosphosulfate reductase) involved in the super-pathway of sulfate assimilation and cysteine biosynthesis (Supplementary Figure S4, Supplementary Table S11). Previously, sulfate transporter has been suggested to be up-regulated during stress conditions^18^. While it is unclear how the xylose catabolism links to the down-regulation of sulfate transport, it is possible that the down-regulation of genes involving sulfur transporters is a reversal of the transcriptional response to cellobiose feeding. This sulfate transport/metabolism down-regulation was also observed in *C. thermocellum* cells exposed to methyl viologen^53^. In addition, the down-regulation of cysteine synthase (CLO1313_RS11805 with log_2_ FC = − 2.46), which is part of the cysteine biosynthesis pathway could be a result of down-regulated sulfate transport/metabolism. 

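Cysteine synthase CLO1313_RS11805, which joins sulfide to O-acetylserine, fell from 87.3 ± 28.2 to 15.9 ± 3.16 normalized CPM, with a log2 FC of −2.45 (standard error 0.25, adjusted p = 4.76e-05). A second gene for the step, cysK, was more abundant and fell from 1626 ± 104 to 648 ± 17.3, with −1.33 (standard error 0.06, adjusted p = 7.84e-07). The serine acetyltransferase gene cysE, which makes the O-acetylserine, had a log2 FC of 0.10 and an adjusted p of 0.459. Of the 10 genes of sulfate assimilation and cysteine synthesis, 9 were lower and 0 higher (9 and 0 adjusted over the list alone), with a median of −2.07 (camera adjusted p = 0.000394; adjusted p = 0.385 with an estimated correlation). Most of them were chosen by the paper on these samples, so the count is not independent evidence.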

Cysteine is the sulfur donor for the biogenesis of the iron-sulfur (Fe–S) clusters that are found in the catalytic site of numerous enzymes and assists in protein folding and assembly by forming disulfide bonds^54^. Iron-sulfur clusters play critical roles of electron transfer, modulating enzyme activities, as well as being involved in substrate binding and activation of dehydratases^55^. Because iron and sulfur species can be potentially toxic to cells, Fe–S clusters are synthesized by specialized systems including cysteine desulfurases (*iscS*)^17^. Interestingly, a putative Fe–S cluster regulatory protein (IscR, CLO1313_RS00570 with log_2_ FC = − 1.53) was shown to be down-regulated. 

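CLO1313_RS00570 (iscR), a regulator that senses iron-sulfur clusters, fell from 16.8 ± 3.77 to 5.86 ± 1.72 normalized CPM on xylose, with a log2 FC of −1.52 (standard error 0.22, adjusted p = 0.000344). The rest of the cluster assembly genes did not share one direction. The cysteine desulfurase CLO1313_RS05835 had −0.13 (standard error 0.05, adjusted p = 0.0571), close to the threshold, and passes with DESeq2 size factors and without cellobiose replicate 2 (adjusted p = 0.0477 for each). Of the 6 genes tested, 1 was higher and 2 lower (the same counts adjusted over the list alone; camera adjusted p = 0.337), and the list's median of −0.14 turns to 0.01 with library totals.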

The potential gene regulation by IscR on Fe–S cluster synthesis, sulfur metabolism, and stress responses remains to be studied. 

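CLO1313_RS02710, which lies next to the most increased ferredoxin gene, rose from 1.92 ± 0.152 to 136 ± 35.6 normalized CPM on xylose. With a log2 FC of 6.14 (standard error 0.24, adjusted p = 3.40e-07) it ranked after that ferredoxin among all genes tested. The genes that follow, CLO1313_RS02715 (annotated HymD) and CLO1313_RS02725 (a chemotaxis protein), rose too, with 4.23 (standard error 0.24, adjusted p = 2.01e-06) and 2.19 (standard error 0.14, adjusted p = 2.87e-06), and all 5 genes tested from CLO1313_RS02705 to CLO1313_RS02725 were higher past 2-fold, a run picked after its values were seen.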

The up-regulation of CLO1313_RS02710 (log_2_ FC = 6.13) was also observed under xylose growth. This gene appears to function as a membrane protein according to the BioCyc database. However, the KEGG database suggests this protein to contain a 4Fe–4S binding domain. Specific role or functions of this protein remains to be further studied.

### Chemotaxis and motility transcriptional response

Bacterial chemotaxis is a process by which microorganisms can move in response to chemical stimuli, which includes the ability to move toward the direction of nutrients in the environment^17^. Figure 7 summarizes the general scheme for chemotaxis in bacteria and presents a model for how DEGs in chemotaxis may be involved in KJC335 in response to xylose feeding. These genes are up-regulated and highly differentially expressed.

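All 19 genes numbered in Fig. 7 were higher on xylose by more than 2-fold, and 8 of them by more than 4-fold, with log2 FCs of 1.28 to 3.55 and a median of 1.41. The paper drew them from its own list of changed genes, so this is not independent evidence. The histidine kinase gene CLO1313_RS07140 (CheA), which phosphorylates the response regulator, rose from 3.63 ± 0.176 to 39.3 ± 7.72 normalized CPM, with a log2 FC of 3.43 (standard error 0.16, adjusted p = 7.64e-07). The motor genes CLO1313_RS00300 and CLO1313_RS00305 went from 5.60 ± 0.127 to 58.9 ± 8.14 and from 3.75 ± 0.265 to 43.8 ± 5.85, and CLO1313_RS00305 had a log2 FC of 3.55 (standard error 0.13, adjusted p = 2.19e-07).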

**Figure 7:**
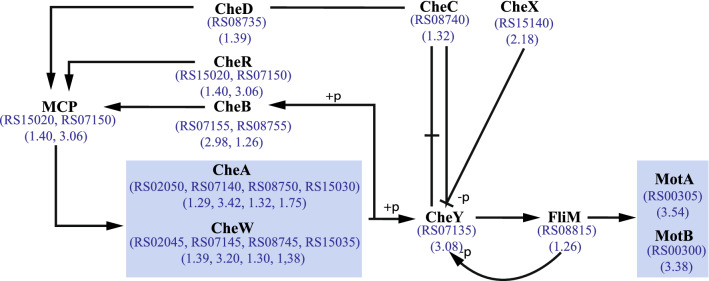
A general scheme for bacterial chemotaxis. The numbers in parenthesis are log_2_ FC. RS numbers in blue are the numerical suffix of locus tags in *C. thermocellum* DSM 1313 (e.g., RS08740 = CLO1313_RS08740). Blue boxed represents proteins that are grouped based on the KEGG map. Arrows represent activation, whereas the “T” shaped stick represents inactivation. The line with a “-” represents dissociation. The symbol “ + p” denotes phosphorylation and “-p” dephosphorylation. This general scheme is adapted from KEGG maps with modifications^32,33^. MCP symbolizes methyl-accepting chemotaxis proteins, the Che genes are involved in chemotaxis, Mot genes are involved in motility, and FliM is a flagellar motor switch protein.

The four critical elements of the signal transduction system of bacterial chemotaxis are (1) Chemoreceptors (methyl-accepting chemotaxis proteins, or MCPs); (2) A histidine kinase, CheA; (3) A receptor-coupling protein, CheW; and (4) Receptor-modification enzymes, CheR, and CheB; all clustered into a protein complex. The chemoreceptors (MCPs) detect different environmental and intracellular signals, regulate the activity of CheA, and communicate the signal to the flagellar system via phosphorylation of its response regulator, CheY^56–58^. Mot genes encode for flagellar motor protein, and FliM is a flagellar motor switch protein. All the genes encoding the aforementioned proteins were differentially expressed in *C. thermocellum* during growth on xylose. 

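More than one copy of several of these proteins is encoded, and the copies rose by different amounts. Of the genes at CLO1313_RS08735 to CLO1313_RS08755, all had log2 FCs of 1.28 to 1.40, and CLO1313_RS08750, the most abundant of them, rose from 48.5 ± 2.59 to 122 ± 2.54 normalized CPM (1.33 (standard error 0.06, adjusted p = 7.29e-07)). CLO1313_RS15030 had 1.76 (standard error 0.08, adjusted p = 6.76e-07) and CLO1313_RS15140, a CheX gene, 2.19 (standard error 0.12, adjusted p = 1.25e-06). FliM, CLO1313_RS08815, part of the motor switch, rose from 47.5 ± 3.76 to 115 ± 11.3, with 1.28 (standard error 0.09, adjusted p = 6.00e-06). Against this direction, 5 chemotaxis genes were called lower with TMM, 4 with DESeq2, 3 with upper-quartile factors and 1 with library totals. One is CLO1313_RS09930, the second largest decrease of all genes tested, and the other 4, CLO1313_RS01290, CLO1313_RS03250, CLO1313_RS04455 and CLO1313_RS07610, which are not in Fig. 7 and are named here because they were called lower with TMM, had log2 FCs of −0.43 to −0.16.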

Studies have reported that motility and chemotaxis protein expression increase when the bacteria are under stress conditions^17^.

On the other hand, interestingly, the up-regulated CLO1313_RS00400 in the presence of xylose, which has been previously reported as a sugar ABC transporter substrate-binding protein, is also denoted as the *rbsB* gene based on Pathview results. In *E. coli*, RbsB is the periplasmic ribose-binding protein of an ATP-dependent ribose uptake system. The ribose-binding protein is necessary for chemotaxis towards ribose. When ribose binds RbsB, it also interacts with the Trg sensory protein to mediate taxis to the sugar^59,60^. Trg proteins have been described to be related to respond to changes in the environment or transduce a signal from the outside to the inside of the cell.

Considering that *C. thermocellum* does not have the natural ability to use xylose as a carbon source, it is unclear if or how the bacterium actively senses xylose. It is also probable that the transcriptional responses in chemotaxis and motility are stress response mechanisms induced to search for a better carbon source. 

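Flagellin, the protein of the flagellar filament, showed the strongest response among the motility genes. The flagellin genes CLO1313_RS14785 and CLO1313_RS14790 rose from 9.93 ± 2.03 to 368 ± 78.0 and from 13.7 ± 1.10 to 389.8 ± 85.8 normalized CPM, with log2 FCs of 5.21 (standard error 0.20, adjusted p = 3.40e-07) and 4.83 (standard error 0.18, adjusted p = 2.32e-07). These 2 genes lie side by side and reads could be shared between them if their sequences are alike, which was not tested. All 8 genes tested from CLO1313_RS14755 to CLO1313_RS14790, a region picked after its values were seen, were higher past 2-fold. A list of 5 genes was matched by name or product to synthesis of sugars that can decorate flagellins, a role that was not tested here. Of these 5, 3 were higher and 0 lower (3 and 0 adjusted over the list alone; camera adjusted p = 0.285), with CLO1313_RS14755 at 1.51 (standard error 0.13, adjusted p = 1.50e-05), pseG at 0.36 (standard error 0.09, adjusted p = 0.00677) and pseC at 0.33 (standard error 0.10, adjusted p = 0.0183). The call of pseC is lost without cellobiose replicate 2 or xylose replicate 1 or 3 (adjusted p = 0.0537, 0.0643 and 0.0634).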

Our data collectively suggest that the bacteria’s motility can be enhanced in KJC335 to render free movements in the growth media supplemented with xylose as the bacteria search for a better or recognizable carbon source. These results suggest potentially increased motility of KJC335 during growth on xylose as a cellular strategy oriented towards enhancing the cells’ ability to sense the environment and appropriately respond to the ambient signals through activating the cellular motility systems.

Distinct from a previous study in which xylose was supplemented to *C. thermocellum* strains that cannot consume xylose and the added xylose inhibited *C. thermocellum* growth on cellobiose^29^, the study herein identifies genes perturbed in response to xylose- versus cellobiose-feeding in a strain engineered to grow on xylose. It is also important to note that there is a large difference in the specific growth rates between cultures grown in xylose (0.061 ± 0.005 h^−1^) versus cellobiose (0.149 ± 0.021 h^−1^). Although the cells were harvested for total RNA at the same physiological state (mid-log phase) to reduce the growth effect on gene expression, this growth rate difference may partially contribute to the differential gene expression profile observed. For instance, sulfur metabolism, iron-sulfur cluster synthesis, and repair mechanisms may be more active in cells with faster growth rates, since the bacteria are more metabolically active than those displaying slower growth rates. The downregulation of IscR may be linked to the differences in growth rates.

In summary, our transcriptomic analyses revealed candidate ABC transporters required for xylose transport and assimilation. Genes in the pentose phosphate pathway such as TktAB important in facilitating xylose metabolism was suggested and validated experimentally. Transcriptomic data also revealed potential xylose-sensing enzymes which signals the presence of carbon sources to the cells, and chemotaxis and mobility associated genes likely required for the bacteria to move toward the carbon food sources. The findings provide physiological insights into how an anaerobic thermophile adapts to grow on a carbon source not naturally metabolized by the bacteria and potential strategies to further engineer *C. thermocellum* for improved utilization of five-carbon substrates including xylose, xylo-oligomers, xylan, and hemicellulose to fully realize NG-CBP.

## Materials and methods

### Strains and growth conditions

Strain KJC335 was previously generated by integrating the *Thermoanaerobacterium ethanolicus xylAB* genes in the genome of Δ*hpt* strain (KJC315) derived from *Clostridium thermocellum* DSM1313^10^. This engineered strain was routinely maintained anaerobically in CTFUD media^61^ supplemented with 5 g/L cellobiose unless otherwise specified. All glass tubes containing the CTFUD medium are bubbled with ultra-high purity argon gas for 15 min, sealed, and then autoclaved before cells and carbon source were added from stocks (i.e., 10% w/v cellobiose and xylose stocks) that are also kept sterile anaerobically.

To construct the *tktAB*-expressing plasmid, *clo1313_RS00385-390*, encoding TktAB, were amplified off of purified *C. thermocellum* genomic DNA. The plasmid, pTC131374-5, was constructed by integration of the amplified DNA product into the PacI site of pTC84, a pKJC84 derivative with a PacI site between the *gapDH* promoter and CAT gene, using the NEBuilder HiFi DNA Assembly kit. The product was transformed by heat shock into NEB 5-alpha competent *E. coli*. Spectinomycin (50 mg/L) selected for the presence of the plasmid and colonies were screened by colony PCR. Colonies with the correct band size were selected for plasmid prep and confirmed by sequencing. *C. thermocellum* transformation protocol and detection of sugars and organic acids with HPLC follow the same methods reported previously^10^.

For growth curve measurements, 0.5 mL of cells were transferred into minimal media with either 0.5% (w/v) of cellobiose or xylose and grown overnight. On the next day, 0.5 mL of culture was transferred to minimal media containing the respective carbon source at 0.5% (w/v) and grown overnight. These cultures were used as the inoculum for the growth assays. 15 µg/mL of thiamphenicol was added to cultures carrying the chloramphenicol acetyltransferase (CAT) thiamphenicol resistance gene. OD600 of cultures was monitored over the course of multiple days, and high-performance liquid chromatography (HPLC) samples were taken at the beginning (0 h) and the last readings.

### Bacteria cells growth, harvesting, and total RNA purification

To compare the global gene expression profiles between cells grown in cellobiose vs. xylose, three biological replicates of the *xylAB*-expressing strain (KJC335) were grown in either cellobiose (5 g/L, n = 3) or xylose (5 g/L, n = 3) until harvest. Briefly, KJC335 was inoculated into glass tubes of 10.5 mL of CTFUD defined medium^62^ containing either cellobiose or xylose, and with close to 15 mL of argon gas in the headspace. The final concentrations of all components in the defined medium are: 3 g/L of sodium citrate tribasic dihydrate, 1.3 g/L ammonium sulfate, 1.5 g/L potassium phosphate monobasic, 0.13 g/L of calcium chloride dihydrate, 0.5 g/L of L-cysteine-HCl, 11.56 g/L of 3-morpholinopropane-1-sulfonic acid (MOPS) sodium salt, 2.6 g/L magnesium chloride hexahydrate, 0.001 g/L of ferrous sulfate heptahydrate, 0.001 g/L resazurin, and 5 g/L of either cellobiose or xylose. A 25 mL of 1,000 × vitamin solution containing 50 mg pyridoxamine HCl, 5 mg biotin, 10 mg of p-aminobenzoic acid (PABA), and 5 mg of vitamin B_12_ were prepared, and 1 mL of the solution was added to a liter of the defined medium. The number of cells to add from the seeding culture was calculated so that the initial OD_600_ was between 0.08 and 0.09 for all tubes and all cultures were harvested for total RNA purification at mid-log phase (e.g., OD_600_ between 0.45 and 0.50). Since there is a large difference in the specific growth rates between cultures grown in cellobiose (0.149 ± 0.021 h^−1^) versus xylose (0.061 ± 0.005 h^−1^), harvesting cells at the same physiological states for all samples were intended to minimize the growth effect on the transcriptomic responses to xylose. However, growth rate difference can unintendedly contribute to the differential gene expression profile observed. Carefully lining up the initial and harvest OD_600_ ensures that all cultures underwent the same number of doubling for comparison. The seeding culture was a fresh overnight culture also grown in defined media to minimize yeast extract carryover, and the culture was at its late log phase at inoculation. No sodium bicarbonate was added in any of the tubes.

To harvest the cells for total RNA purification, it was first chilled by swirling the anaerobic culture in dry ice/70% ethanol for 45 s and kept on ice for 5 min. The inactivated cells (1–1.5 mL) were then pelleted by centrifugation. The supernatant was discarded, and the cell pellets were lysed with lysozyme-EDTA using a Qiagen RNeasy Mini kit (Cat No./ID: 74104) following the manufacturer’s protocol. Each sample was treated with DNaseI (Qiagen, Cat No./ID: 79254) twice following the protocol to remove the genomic DNA in the total RNA completely. The quality of each purified total RNA sample was checked and validated by electrophoresis before it was sent out to commercial RNA-seq services for further sample processing and data analyses (Genewiz, South Plainfield, NJ).

### Transcriptome analysis

Clean raw data was obtained (accession number GSE137509, deposited to the Gene Expression Omnibus database) following the protocol of Genewiz. SARTools 1.5.0 (Statistical Analysis of RNA-Seq data Tools)^63^ was used for statistical RNA-Seq analysis. Differentially expressed genes (DEGs) were identified using the DESeq2^64^ in R version 3.5.2^65^. Two cutoffs were used to determine DEGs in DESeq2, the adjusted p-value < 0.05 and the log2 FC > 2. Gene annotation from BioCyc was used for all analyses^66^,⁠ using *Ruminiclostridium thermocellum* DSM 1313 as the organism database. The functional classification of the DEGs was performed using the gene ontology (GO) analysis by Blast2Go^67^. The visualization of DEGs and GO analysis were created using the R package ggplot2^30^. The pathway-based analysis further informed the biological functions of the DEGs, indicating the highly enriched metabolic or signal transduction pathways compared to the whole genome background. Pathview^34^ was used to map differential expressed genes on KEGG database^32,33^.

## Supplementary information

Supplementary Information.

# Supplementary material for: Transcriptomic analysis of a Clostridium thermocellum strain engineered to utilize xylose: responses to xylose versus cellobiose feeding
**Source:** Sci Rep. 2020 Sep 3;10:14517. doi: 10.1038/s41598-020-71428-6
**Supplement:** Supplementary file 1 — Supplementary Information.

Supplementary Information

Transcriptomic analysis of a *Clostridium thermocellum* strain engineered to utilize xylose: responses to xylose versus cellobiose feeding

Albert E. Tafur Rangel^{1,2}, Trevor Croft³, Andrés González Barrios¹, Luis H. Reyes^{1*}, Pin-Ching Maness^{3*}, Katherine J. Chou^{3*}

Content

Supplemental Figure S1..	2
Supplemental Figure S2..	2
Supplemental Figure S3..	3
Supplemental Figure S4..	4
Supplemental Table S1..	5
Supplemental Table S2..	106
Supplemental Table S3..	108
Supplemental Table S4..	109
Supplemental Table S5..	113
Supplemental Table S6..	119
Supplemental Table S7..	121
Supplemental Table S8..	128
Supplemental Table S9..	136
Supplemental Table S10..	139
Supplemental Table S11..	140

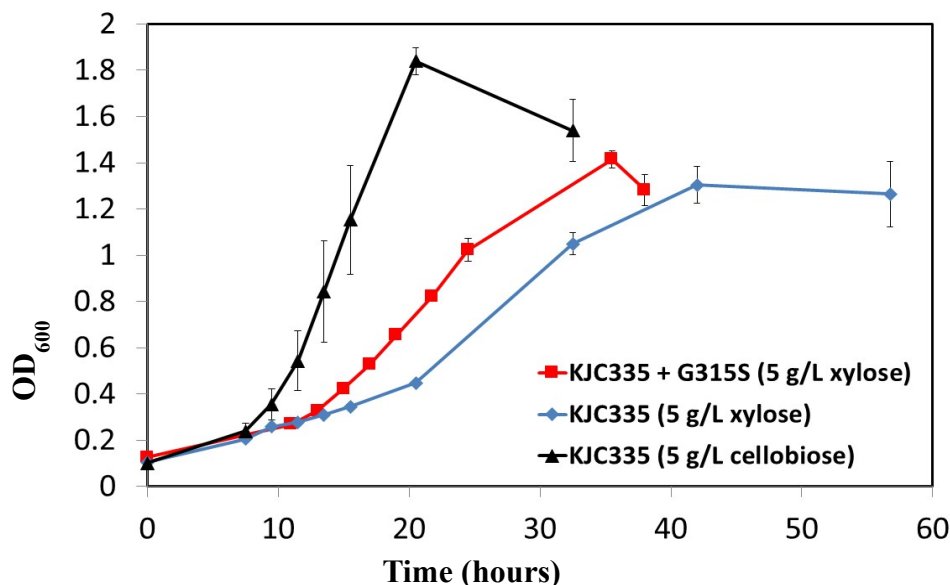

Supplemental Figure S1. Re-creating G316S point mutation acquired in the gene, CLO1313_RS00405 (nbdD gene), on the KJC335 genome improved the growth of the unevolved KJC335 strain in xylose (5 g/L). This data suggests that the CLO1313_RS00405 gene being part of the CbpD transporter operon is partially responsible for xylose uptake ($n = 3$, data is reported as average $\pm$ Stdev).

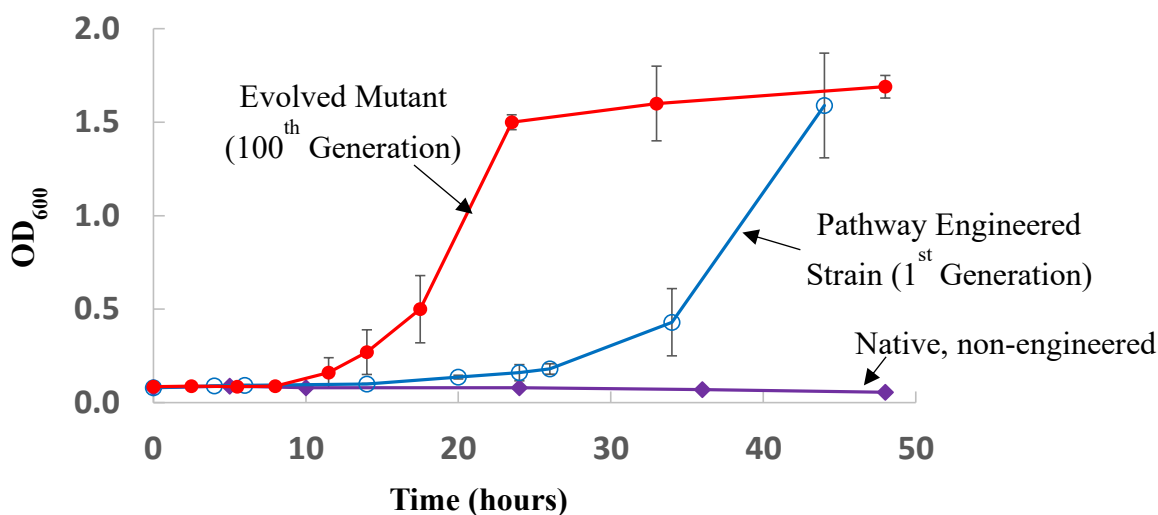

Supplemental Figure S2. Growth profiles of a strain bearing the *xyLAB* genes before evolution and an evolved mutant isolated from a mixture of evolved mutant. All growth curves were measured when xylose (5 g/L) was supplemented as the main carbon source. The evolved mutant grows significantly faster than engineered but unevolved strain. The Gly315Ser point mutation is one of the six point mutations identified only in the evolved mutant but not in the unevolved strain shown above ($n = 3$, data reported as average $\pm$ Stdev).

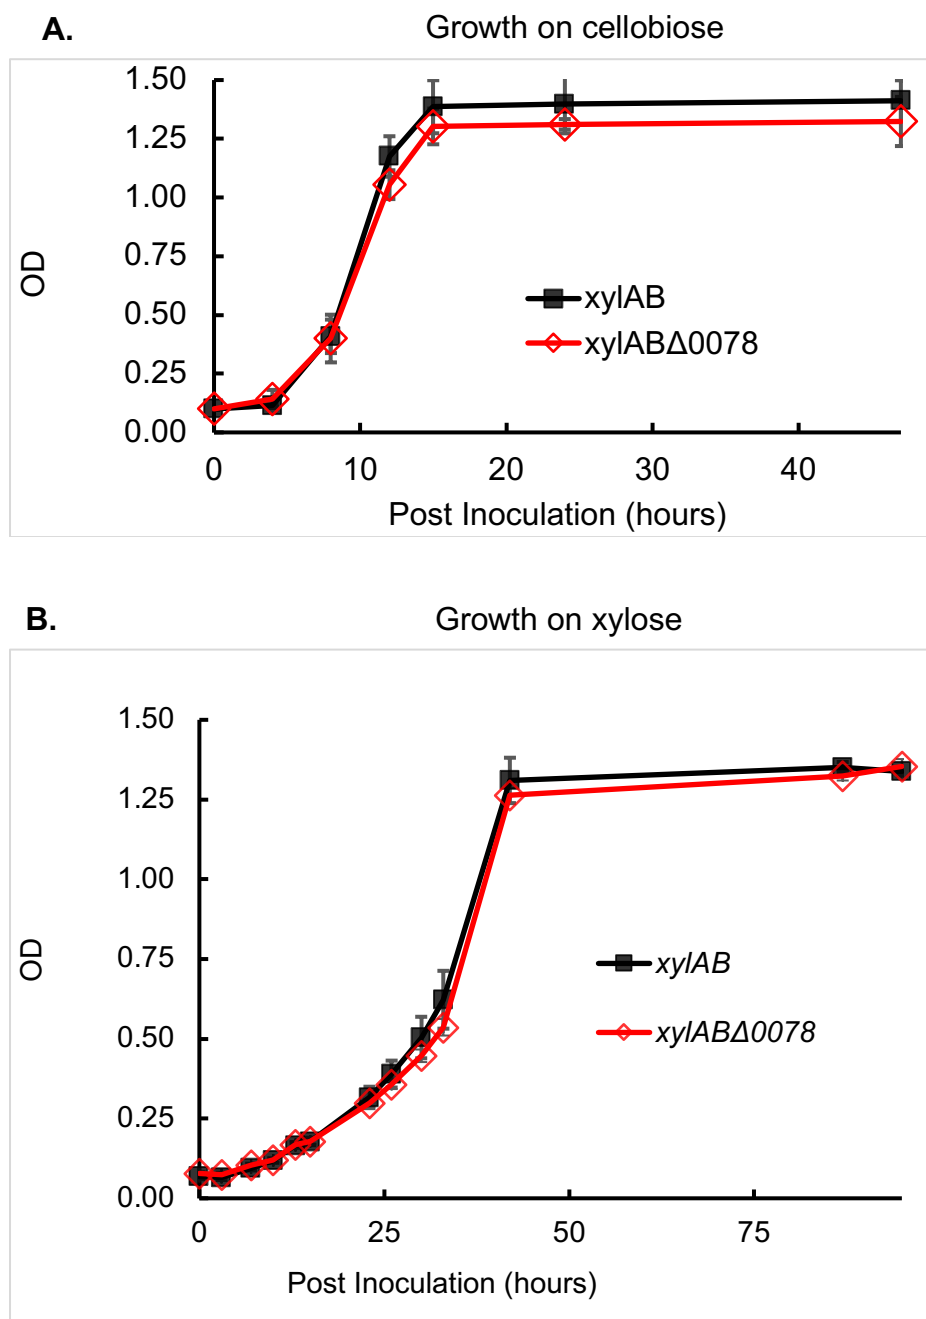

Supplemental Figure S3. Deletion of *clo1313_RS00405* (*clo1313_0078*) encoding for ATPase subunit of the CbpD transporter does not affect KJC315's growth on 5 g/L of cellobiose (A) or 5 g/L of xylose (B) as the primary carbon source ($n \geq 4$, data reported as average $\pm$ stdev).

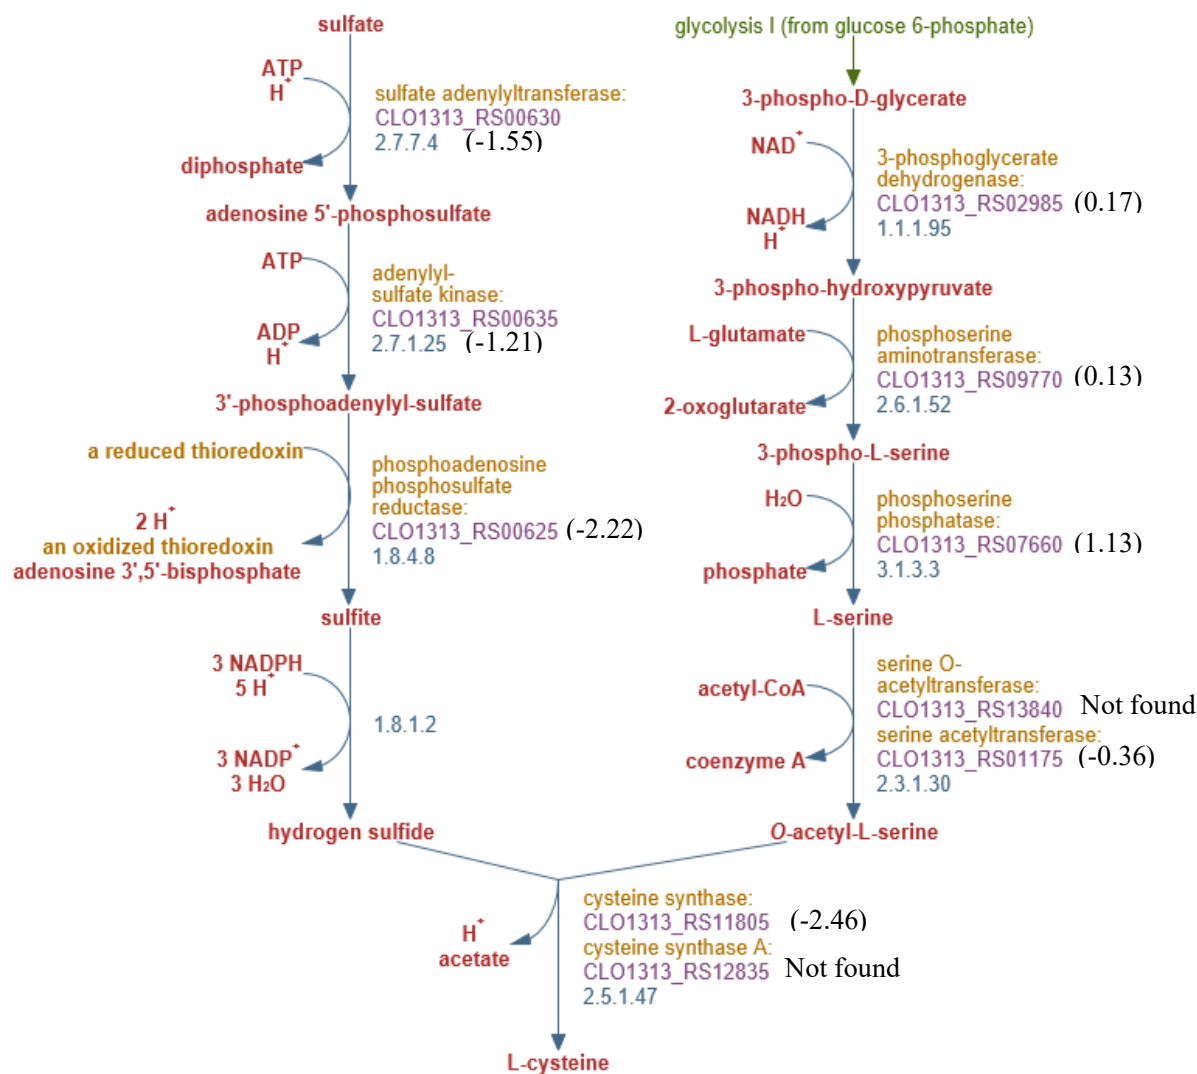

Supplemental Figure S4. Superpathway of sulfate assimilation and cysteine biosynthesis. The pathway is extracted from Biocyc with modifications. The numbers in parenthesis represent log2 fold changes. The gene locus for each enzyme annotated in the genome is represented with CLO1313 followed by a RS number.

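The figure places fold changes from these libraries on the steps from glycolysis to serine and cysteine. CLO1313_RS02985, 3-phosphoglycerate dehydrogenase, had 1222 ± 161 normalized CPM on cellobiose and 1384 ± 78.9 on xylose, with a log2 FC of 0.18 (standard error 0.10, adjusted p = 0.134), and it passes with library totals, at 0.33 (adjusted p = 0.0128), and without cellobiose replicate 3, at 0.27 (adjusted p = 0.0311). The phosphoserine aminotransferase CLO1313_RS09770 had −0.13 (standard error 0.09, adjusted p = 0.263), which turns to 0.02 with library totals and passes at −0.23 without cellobiose replicate 2 (adjusted p = 0.0169). The phosphoglycerate mutase CLO1313_RS07660 had 0.19 (standard error 0.06, adjusted p = 0.0171), a call lost without cellobiose replicate 1 (adjusted p = 0.0506).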

Supplemental Table S1. Log₂ Fold Change obtained for KJC335 growing on xylose.

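The table lists the authors' DESeq2 fold changes and p-values for single genes, and its log2 values are those of the authors' deposited table, which holds 417 genes past 2-fold. The authors' deposited table differs from a fit of DESeq2 with its default settings to the same counts by at most 0.000500 in log2 FC.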

Id	old locus tag	Fold Change	log ₂ Fold Change	pvalue	padj	product
acpP		0.703	-0.509	1.55E-12	8.14E-12	
addA		1.033	0.046	0.542539484	0.621970915	
addB		0.881	-0.183	0.010757456	0.019963868	
ahpC		0.974	-0.038	0.726224939	0.780067547	
alr		1.046	0.065	0.39239196	0.478756504	
amrS		1.018	0.026	0.782711691	0.827658809	
argB		0.287	-1.799	8.14E-28	1.00E-26	
argF		0.341	-1.552	4.71E-35	7.85E-34	
argH		0.62	-0.689	3.76E-10	1.63E-09	
aroA		1.087	0.12	0.120507245	0.173417097	
aroF		0.896	-0.158	0.069684569	0.107890563	
aroH		0.899	-0.153	0.054603503	0.087196968	
aroQ		1.14	0.189	0.059310353	0.093764759	
arsB		1.024	0.034	0.804090567	0.844055867	
asnB		2.109	1.077	6.25E-13	3.40E-12	
atpC		1.669	0.739	1.02E-08	3.87E-08	
atpD		1.734	0.794	9.09E-09	3.47E-08	
atpE		1.287	0.364	0.005932908	0.011523829	
atpF		1.555	0.637	1.36E-07	4.64E-07	
bioA		1.193	0.254	0.059945819	0.094619743	
bioC		1.277	0.353	0.03805906	0.062990684	
bioD		1.179	0.238	0.273098594	0.354401854	
bioF		1.23	0.299	0.11350819	0.164291053	
cadA		2.902	1.537	1.55E-05	4.23E-05	
cas2		1.98	0.985	3.12E-09	1.25E-08	
cas4		2.39	1.257	2.18E-19	1.76E-18	

cas6		0.405	-1.305	7.30E-10	3.10E-09	
cas7i		0.507	-0.98	4.46E-14	2.68E-13	
cbiQ		1.261	0.335	0.000573013	0.001265439	
cdl		1.048	0.068	0.307779052	0.390617595	
CLO1313 RS00010	Clo1313 0001	0.887	-0.173	0.084299727	0.127170463	chromosomal replication initiator protein DnaA
CLO1313 RS00015	Clo1313 0002	0.818	-0.29	0.002768922	0.005648977	DNA polymerase III subunit beta
CLO1313 RS00020	Clo1313 0003	0.819	-0.289	0.008131518	0.015454007	RNA-binding protein S4
CLO1313 RS00025	Clo1313 0004	0.823	-0.281	0.004908362	0.009670442	DNA recombination protein RecF
CLO1313 RS00030	Clo1313 0005	0.618	-0.694	7.97E-11	3.72E-10	hypothetical protein
CLO1313 RS00040	Clo1313 0007	1.046	0.065	0.450356035	0.534833467	sporulation initiation inhibitor Soj
CLO1313 RS00045	Clo1313 0008	1.01	0.015	0.827201558	0.860503822	chromosome partitioning protein ParB
CLO1313 RS00050	Clo1313 0009	0.96	-0.059	0.471656956	0.55318702	hypothetical protein
CLO1313 RS00055	Clo1313 0010	0.956	-0.064	0.476198834	0.55746437	hypothetical protein
CLO1313 RS00060	Clo1313 0011	1.105	0.143	0.020619776	0.035973653	serine--tRNA ligase
CLO1313 RS00065	Clo1313 R0001	0.954	-0.068	0.416298352	0.501397091	
CLO1313 RS00070	Clo1313 R0002	0.671	-0.576	6.00E-06	1.74E-05	
CLO1313 RS00075	Clo1313 0012	0.722	-0.47	0.000554636	0.001231202	MFS transporter
CLO1313 RS00080	Clo1313 0013	0.472	-1.083	1.58E-37	2.96E-36	copper amine oxidase
CLO1313 RS00085	Clo1313 0014	0.692	-0.531	2.63E-07	8.77E-07	hypothetical protein
CLO1313 RS00090	Clo1313 0015	0.581	-0.784	0.300580983	0.383103429	membrane protein
CLO1313 RS00095	Clo1313 0016	0.994	-0.009	0.922074622	0.938026387	vanomycin resistance protein VanB
CLO1313 RS00100	Clo1313 0017	1.234	0.304	0.087821606	0.131425647	peptidase M14
CLO1313 RS00105	Clo1313 0018	0.237	-2.08	0.081114497	0.123170823	hypothetical protein
CLO1313 RS00110	Clo1313 0019	1.724	0.786	0.085596503	0.12873817	pro-sigmaK processing inhibitor BofA
CLO1313 RS00115	Clo1313 0020	0.215	-2.218	2.71E-166	5.81E-164	pyruvate synthase
CLO1313 RS00120	Clo1313 0021	0.207	-2.27	1.37E-184	1.03E-181	ferredoxin
CLO1313 RS00130	Clo1313 0023	0.221	-2.18	5.60E-140	9.33E-138	thiamine pyrophosphate protein TPP-binding
CLO1313 RS00135	Clo1313 0025	0.44	-1.184	7.04E-07	2.27E-06	hypothetical protein
CLO1313 RS00140	Clo1313 0026	0.892	-0.166	0.827522992	0.860520615	XRE family transcriptional regulator
CLO1313 RS00145	Clo1313 0027	0.792	-0.337	0.45354576	0.537834612	hypothetical protein

CLO1313 RS00150	Clo1313 0028	1.666	0.736	0.055060169	0.087879429	glycosyl transferase family 39
CLO1313 RS00155	Clo1313 0029	0.91	-0.136	0.432670314	0.517788616	spore coat protein
CLO1313 RS00160	Clo1313 0030	0.969	-0.046	0.522936102	0.602260126	formate--tetrahydrofolate ligase
CLO1313 RS00170	Clo1313 0032	1.795	0.844	4.27E-24	4.35E-23	DUF1021 domain-containing protein
CLO1313 RS00175	Clo1313 0033	1.201	0.265	0.043880514	0.071629081	peptidoglycan-binding protein LysM
CLO1313 RS00180	Clo1313 0034	0.641	-0.643	6.78E-12	3.43E-11	4-diphosphocytidyl-2C-methyl-D-erythritol kinase
CLO1313 RS00185	Clo1313 0035	0.615	-0.701	5.98E-17	4.21E-16	GntR family transcriptional regulator
CLO1313 RS00190	Clo1313 0036	0.938	-0.093	0.297848871	0.380591719	heavy metal transporter
CLO1313 RS00195	Clo1313 0037	0.539	-0.893	6.99E-19	5.52E-18	hypothetical protein
CLO1313 RS00200	Clo1313 0038	0.712	-0.49	9.04E-14	5.28E-13	ATPase AAA
CLO1313 RS00205	Clo1313 0039	0.868	-0.205	0.006847818	0.01316449	phage-shock protein
CLO1313 RS00210	Clo1313 0040	0.658	-0.604	2.43E-13	1.37E-12	hypothetical protein
CLO1313 RS00215	Clo1313 0041	0.944	-0.083	0.262412439	0.343357289	hypothetical protein
CLO1313 RS00220	Clo1313 0042	1.075	0.104	0.183638806	0.250105712	metallophosphoesterase
CLO1313 RS00225	Clo1313 0043	0.934	-0.099	0.251718076	0.330228569	chromosome segregation protein SMC
CLO1313 RS00230	Clo1313 0044	0.964	-0.053	0.644733982	0.712963574	peptidase P60
CLO1313 RS00255	Clo1313 0048	1.198	0.26	0.000476904	0.001070536	abortive infection protein
CLO1313 RS00260	Clo1313 0049	0.914	-0.13	0.090880077	0.135260223	DNA replication protein DnaC
CLO1313 RS00270	Clo1313 R0003	0.516	-0.955	0.000170929	0.000411739	
CLO1313 RS00275	Clo1313 0051	0.857	-0.223	0.088025748	0.131471144	phosphohydrolase
CLO1313 RS00280	Clo1313 0052	0.85	-0.235	0.063543911	0.099357763	hypothetical protein
CLO1313 RS00285	Clo1313 0053	0.803	-0.317	2.48E-05	6.60E-05	hypothetical protein
CLO1313 RS00290	Clo1313 0054	0.845	-0.242	0.00269874	0.005528362	type 3a cellulose-binding domain protein
CLO1313 RS00295	Clo1313 0055	0.891	-0.166	0.06105142	0.0961624	copper amine oxidase
CLO1313 RS00300	Clo1313 0056	10.476	3.389	8.84E-133	1.33E-130	flagellar motor protein MotP
CLO1313 RS00305	Clo1313 0057	11.656	3.543	8.57E-125	1.17E-122	membrane protein
CLO1313 RS00310	Clo1313 0058	1.123	0.167	0.01724566	0.03073068	membrane protein
CLO1313 RS00325	Clo1313 0061	0.83	-0.269	0.047841031	0.077321162	electron transporter RnfC
CLO1313 RS00330	Clo1313 0062	0.877	-0.189	0.076621203	0.117238259	NADH:ubiquinone oxidoreductase
CLO1313 RS00335	Clo1313 0063	0.879	-0.186	0.055838326	0.088979351	electron transporter RnfG

CLO1313 RS00340	Clo1313 0064	0.94	-0.09	0.304701572	0.387367535	electron transporter R _s X _E
CLO1313 RS00345	Clo1313 0065	0.943	-0.084	0.343008773	0.428261162	electron transporter R _s X _E
CLO1313 RS00350	Clo1313 0066	0.945	-0.082	0.45219305	0.536442625	ferredoxin
CLO1313 RS00355	Clo1313 0067	0.941	-0.087	0.662485286	0.72776314	hypothetical protein
CLO1313 RS00360	Clo1313 0068	0.699	-0.517	0.109764141	0.159487722	shikimate kinase
CLO1313 RS00365	Clo1313 0070	0.84	-0.251	0.028419186	0.048288464	GCN5 family N-acetyltransferase
CLO1313 RS00370	Clo1313 0071	0.726	-0.461	4.75E-07	1.55E-06	ATP synthase F1 subunit delta
CLO1313 RS00375	Clo1313 0072	1.028	0.04	0.615157217	0.686841584	alkaline phosphatase
CLO1313 RS00380	Clo1313 0073	4.671	2.224	6.16E-46	1.63E-44	carbohydrate kinase
CLO1313 RS00385	Clo1313 0074	5.476	2.453	1.15E-49	3.44E-48	transketolase
CLO1313 RS00390	Clo1313 0075	5.533	2.468	2.47E-39	5.14E-38	transketolase
CLO1313 RS00395	Clo1313 0076	5.74	2.521	5.32E-55	1.90E-53	sorbitol dehydrogenase
CLO1313 RS00400	Clo1313 0077	4.387	2.133	7.98E-46	2.10E-44	sugar ABC transporter substrate-binding protein
CLO1313 RS00405	Clo1313 0078	3.818	1.933	2.38E-46	6.36E-45	ABC transporter
CLO1313 RS00410	Clo1313 0079	3.942	1.979	3.49E-55	1.26E-53	ABC transporter permease
CLO1313 RS00415	Clo1313 0080	4.293	2.102	1.99E-49	5.92E-48	phosphoglycerate mutase
CLO1313 RS00420		1.483	0.568	0.025387333	0.0436386	hypothetical protein
CLO1313 RS00425	Clo1313 0081	0.93	-0.105	0.199787795	0.268683227	helicase
CLO1313 RS00435	Clo1313 0083	0.96	-0.059	0.614203398	0.686032026	nucleotide pyrophosphohydrolase
CLO1313 RS00440	Clo1313 0084	13.235	3.726	2.25E-120	2.81E-118	ferrous iron transporter A
CLO1313 RS00445	Clo1313 R0004	0.307	-1.704	5.87E-18	4.41E-17	
CLO1313 RS00450	Clo1313 0085	0.635	-0.655	3.49E-15	2.28E-14	adenosine deaminase
CLO1313 RS00455	Clo1313 R0005	0.368	-1.441	9.06E-28	1.11E-26	
CLO1313 RS00460		0.592	-0.757	0.026663224	0.04561495	methionyl-tRNA synthetase
CLO1313 RS00465	Clo1313 0087	1.164	0.219	0.249986483	0.328292297	cupin
CLO1313 RS00470	Clo1313 0088	0.988	-0.017	0.865812033	0.893520402	hypothetical protein
CLO1313 RS00475	Clo1313 0089	1.063	0.088	0.267489998	0.34848067	LacI family transcriptional regulator
CLO1313 RS00490	Clo1313 0091	2.757	1.463	0.021755593	0.037867107	peptidase U57
CLO1313 RS00495	Clo1313 0092	0.639	-0.646	8.13E-15	5.12E-14	DNA topoisomerase III
CLO1313 RS00500	Clo1313 0093	0.574	-0.8	1.19E-23	1.19E-22	hypothetical protein

CLO1313 RS00505	Clo1313 0094	0.945	-0.081	0.476770133	0.557657421	mechanosensitive ion channel protein
CLO1313 RS00510	Clo1313 0095	1.287	0.364	0.037230957	0.061790615	hypothetical protein
CLO1313 RS00515	Clo1313 0096	1.615	0.692	1.79E-06	5.50E-06	peptidase S1
CLO1313 RS00520	Clo1313 0097	1.953	0.966	2.16E-08	7.88E-08	hypothetical protein
CLO1313 RS00525	Clo1313 0098	0.88	-0.185	0.008095625	0.015395549	cytosine deaminase
CLO1313 RS00535	Clo1313 0100	0.894	-0.161	0.115807662	0.167376954	acetolactate synthase
CLO1313 RS00540	Clo1313 0101	0.938	-0.093	0.34192893	0.427446795	ketol-acid reductoisomerase
CLO1313 RS00545	Clo1313 0102	0.911	-0.135	0.253268049	0.332116693	citramalate synthase
CLO1313 RS00550	Clo1313 0103	0.975	-0.036	0.733727217	0.787280116	hypothetical protein
CLO1313 RS00560	Clo1313 0105	1.109	0.149	0.297989891	0.380609746	membrane protein
CLO1313 RS00565	Clo1313 0106	0.892	-0.166	0.594732416	0.669699706	hypothetical protein
CLO1313 RS00570	Clo1313 0107	0.346	-1.53	1.48E-12	7.79E-12	Rrt2 family transcriptional regulator
CLO1313 RS00580	Clo1313 0109	0.475	-1.074	0.12819085	0.182894557	precorrin-2 oxidase
CLO1313 RS00585	Clo1313 0110	0.66	-0.599	0.122262538	0.175270245	porphobilinogen deaminase
CLO1313 RS00595	Clo1313 0112	1.059	0.083	0.717356965	0.771924485	delta-aminolevulinic acid dehydratase
CLO1313 RS00605	Clo1313 0114	0.145	-2.79	1.72E-40	3.73E-39	sulfate transporter subunit
CLO1313 RS00620	Clo1313 0117	0.213	-2.228	9.68E-24	9.64E-23	sulfate ABC transporter ATP-binding protein
CLO1313 RS00625	Clo1313 0118	0.261	-1.94	3.13E-10	1.37E-09	phosphoadenosine phosphosulfate reductase
CLO1313 RS00630	Clo1313 0119	0.341	-1.551	1.03E-09	4.30E-09	sulfate adenylyltransferase
CLO1313 RS00635	Clo1313 0120	0.43	-1.217	6.62E-13	3.59E-12	adenylylsulfate kinase
CLO1313 RS00645	Clo1313 0122	0.439	-1.189	1.68E-08	6.25E-08	adenylyltransferase
CLO1313 RS00650	Clo1313 0123	0.29	-1.787	7.72E-09	2.97E-08	Mov34/MPN/PAD-1 family protein
CLO1313 RS00655	Clo1313 0124	0.596	-0.747	2.34E-05	6.24E-05	nitrite and sulphite reductase 4Fe-4S region
CLO1313 RS00660	Clo1313 0125	1.251	0.323	0.070363244	0.108828968	transcriptional regulator
CLO1313 RS00665	Clo1313 0126	3.171	1.665	3.00E-85	2.10E-83	sporulation protein
CLO1313 RS00670	Clo1313 0127	2.801	1.486	2.04E-35	3.48E-34	RNA polymerase subunit sigma-24
CLO1313 RS00675	Clo1313 0128	3.429	1.778	0.253490165	0.332262677	histidine kinase
CLO1313 RS00680	Clo1313 0129	1.577	0.657	0.365067688	0.451852248	histidine kinase
CLO1313 RS00685		0.274	-1.87	0.219618274	0.292466787	transcriptional regulator
CLO1313 RS00690	Clo1313 0131	0.757	-0.402	0.000104613	0.000258004	hypothetical protein

CLOI313 RS00695	CloI313 0132	0.683	-0.549	8.75E-09	3.34E-08	hypothetical protein
CLOI313 RS00700	CloI313 0133	0.908	-0.139	0.081382041	0.123452069	Intracellular exo-alpha-(1->5)-L-arabinofuranosidase
CLOI313 RS00705	CloI313 0135	1.097	0.133	0.386605572	0.472658015	dockerin
CLOI313 RS00710	CloI313 0136	1.401	0.487	0.127823605	0.182544282	glycosyl transferase
CLOI313 RS00715	CloI313 0137	1.039	0.055	0.827219913	0.860503822	radical SAM protein
CLOI313 RS00720	CloI313 0138	1.404	0.49	0.027547553	0.04696709	radical SAM protein
CLOI313 RS00725	CloI313 0139	1.72	0.782	2.61E-06	7.86E-06	radical SAM protein
CLOI313 RS00730	CloI313 0140	1.213	0.278	0.118522216	0.171052996	glycosyl transferase family 1
CLOI313 RS00735	CloI313 0141	1.358	0.441	0.043230827	0.070769241	FkbM family methyltransferase
CLOI313 RS00740	CloI313 0142	1.568	0.648	4.90E-06	1.44E-05	radical SAM protein
CLOI313 RS00745	CloI313 0143	1.794	0.843	7.58E-06	2.16E-05	glycosyl transferase
CLOI313 RS00750	CloI313 0144	8.11	3.02	5.49E-25	5.86E-24	NAD-dependent dehydratase
CLOI313 RS00755	CloI313 0145	1.058	0.081	0.399498686	0.485846131	LPS biosynthesis protein
CLOI313 RS00775	CloI313 0149	1.078	0.108	0.378653546	0.465021288	hypothetical protein
CLOI313 RS00780	CloI313 0150	1.658	0.729	2.58E-10	1.15E-09	transposase
CLOI313 RS00785	CloI313 0151	1.01	0.014	0.950352704	0.960278895	hypothetical protein
CLOI313 RS00790	CloI313 0152	1.002	0.003	0.985501948	0.988468342	radical SAM protein
CLOI313 RS00795	CloI313 0153	0.823	-0.28	0.630763733	0.700736928	cupin
CLOI313 RS00800	CloI313 0154	1.683	0.751	0.02767416	0.047156139	hypothetical protein
CLOI313 RS00805	CloI313 0155	1.688	0.755	0.156687376	0.217548815	hypothetical protein
CLOI313 RS00810	CloI313 0156	0.411	-1.283	0.102467464	0.150268912	hypothetical protein
CLOI313 RS00815	CloI313 0157	1.062	0.087	0.382959567	0.468773772	hypothetical protein
CLOI313 RS00820		0.717	-0.479	0.021794045	0.037912031	hypothetical protein
CLOI313 RS00825	CloI313 0159	0.645	-0.633	5.60E-08	1.98E-07	hypothetical protein
CLOI313 RS00830	CloI313 0160	1.682	0.75	0.266222952	0.347736338	spemidine/putrescine ABC transporter ATP-binding protein
CLOI313 RS00835	CloI313 0161	0.758	-0.4	0.713403592	0.76849762	sulfonate ABC transporter permease
CLOI313 RS00840	CloI313 0162	1.765	0.82	0.004142434	0.00824911	hypothetical protein
CLOI313 RS00845	CloI313 0163	0.854	-0.228	0.003018768	0.00612951	hypothetical protein
CLOI313 RS00850	CloI313 0164	1.138	0.187	0.056890117	0.090415189	adenylyate cyclase
CLOI313 RS00855	CloI313 0165	1.37	0.454	1.46E-08	5.47E-08	exopolyphosphatase

CLOI313 RS00860	Clo1313 0166	0.865	-0.21	0.004559536	0.009031736	alcohol dehydrogenase
CLOI313 RS00865	Clo1313 0167	0.828	-0.273	0.000730062	0.001596978	phosphodiesterase
CLOI313 RS00885	Clo1313 0171	0.977	-0.034	0.657388908	0.724021056	hypothetical protein
CLOI313 RS00890	Clo1313 0172	1.183	0.242	0.001514916	0.003190474	bifunctional biotin--[acetyl-CoA-carboxylase] synthetase/biotin operon repressor
CLOI313 RS00895	Clo1313 0173	1.381	0.466	3.95E-10	1.71E-09	amidohydrolase
CLOI313 RS00900	Clo1313 0174	1.407	0.492	1.65E-12	8.62E-12	hypothetical protein
CLOI313 RS00905	Clo1313 0175	1.319	0.399	1.64E-08	6.09E-08	type III pantothenate kinase
CLOI313 RS00910	Clo1313 0176	0.716	-0.483	2.08E-08	7.60E-08	hypothetical protein
CLOI313 RS00915	Clo1313 0177	0.935	-0.097	0.50654364	0.585404384	glycoside hydrolase
CLOI313 RS00920	Clo1313 0178	1.047	0.067	0.367259868	0.454190658	hypothetical protein
CLOI313 RS00925	Clo1313 0179	1.016	0.022	0.815301845	0.853434636	hypothetical protein
CLOI313 RS00930	Clo1313 0180	0.75	-0.415	2.59E-11	1.25E-10	peptide chain release factor 1
CLOI313 RS00935	Clo1313 0181	0.799	-0.323	1.71E-05	4.66E-05	zinc permease
CLOI313 RS00940	Clo1313 0182	0.695	-0.524	1.46E-16	1.01E-15	tRNA threonylcarbamoyladenosine biosynthesis protein
CLOI313 RS00945	Clo1313 0183	0.913	-0.131	0.061240809	0.096359488	protein-tyrosine phosphatase
CLOI313 RS00955	Clo1313 0185	1.229	0.297	1.61E-06	4.95E-06	uracil phosphoribosyltransferase
CLOI313 RS00960	Clo1313 0186	1.215	0.281	2.78E-05	7.35E-05	cytidine deaminase
CLOI313 RS00965	Clo1313 0187	1.251	0.323	1.53E-06	4.74E-06	glycosyl transferase
CLOI313 RS00970	Clo1313 0188	1.192	0.253	0.001841782	0.003841101	UDP-N-acetylglucosamine 2-epimerase
CLOI313 RS00975	Clo1313 0189	1.46	0.546	7.69E-10	3.27E-09	F0F1 ATP synthase subunit A
CLOI313 RS00990	Clo1313 0192	1.441	0.527	4.08E-06	1.21E-05	ATP synthase F1 subunit delta
CLOI313 RS00995	Clo1313 0193	1.443	0.529	0.000159462	0.000385045	F0F1 ATP synthase subunit alpha
CLOI313 RS01000	Clo1313 0194	1.602	0.68	6.20E-07	2.01E-06	ATP synthase subunit gamma
CLOI313 RS01015	Clo1313 0197	1.038	0.054	0.732407741	0.786145604	hypothetical protein
CLOI313 RS01020	Clo1313 0198	2.45	1.293	3.10E-24	3.17E-23	ferrous iron transporter A
CLOI313 RS01025	Clo1313 0199	3.67	1.876	1.59E-36	2.86E-35	ferrous iron transporter A
CLOI313 RS01030	Clo1313 0200	1.494	0.579	1.02E-10	4.71E-10	hypothetical protein
CLOI313 RS01035	Clo1313 0201	0.956	-0.065	0.471200808	0.553084627	hypothetical protein
CLOI313 RS01050	Clo1313 0204	2.008	1.006	6.71E-13	3.63E-12	peptidase M23

CLOI313 RS01060	CloI313 0206	0.841	-0.25	8.33E-05	0.000208894	rod shape-determining protein Mbl
CLOI313 RS01065	CloI313 0207	5.403	2.434	5.61E-62	2.55E-60	flagellar basal body rod protein FlgG
CLOI313 RS01075	CloI313 0209	1.751	0.808	1.49E-19	1.21E-18	flagellar protein FlgJ
CLOI313 RS01080	CloI313 0210	1.406	0.491	1.10E-05	3.05E-05	exopolysaccharide biosynthesis protein
CLOI313 RS01085	CloI313 0211	1.461	0.547	0.009306045	0.017453926	ABC transporter ATP-binding protein
CLOI313 RS01095	CloI313 0214	0.806	-0.311	3.57E-06	1.06E-05	UDP-N-acetylmuramate--L-alanine ligase
CLOI313 RS01100	CloI313 0215	1.07	0.098	0.19009285	0.258075355	LacI family transcriptional regulator
CLOI313 RS01105	CloI313 0216	1.06	0.085	0.277528722	0.359063261	hypothetical protein
CLOI313 RS01115	CloI313 0218	0.679	-0.559	6.30E-12	3.20E-11	ribose-phosphate pyrophosphokinase
CLOI313 RS01120	CloI313 0219	0.85	-0.235	0.031349279	0.052937211	peptidyl-tRNA hydrolase
CLOI313 RS01130	CloI313 0221	0.73	-0.454	8.62E-09	3.30E-08	peptidyl-prolyl cis-trans isomerase
CLOI313 RS01135	CloI313 0223	0.972	-0.041	0.743700342	0.794286797	AraC family transcriptional regulator
CLOI313 RS01140	CloI313 0224	1.043	0.06	0.824239449	0.859490301	pyridoxamine 5'-phosphate oxidase
CLOI313 RS01150	CloI313 0226	1.558	0.64	0.193529575	0.261439277	glycosyl transferase family 1
CLOI313 RS01155	CloI313 0227	1.011	0.016	0.956595485	0.964636806	polymerase
CLOI313 RS01160	CloI313 0228	1.035	0.05	0.928195221	0.94266109	hypothetical protein
CLOI313 RS01175	CloI313 0231	0.809	-0.306	0.752918242	0.802132081	serine acetyltransferase
CLOI313 RS01180	CloI313 0232	1.776	0.828	0.28826742	0.371036049	nucleotidyltransferase
CLOI313 RS01185	CloI313 0233	1.562	0.644	0.340032139	0.425430282	aminotransferase DegT
CLOI313 RS01190	CloI313 0234	1.535	0.618	0.294721806	0.378116113	NAD-dependent dehydratase
CLOI313 RS01195	CloI313 0235	2.042	1.03	0.05182739	0.083296004	capsular polysaccharide biosynthesis protein
CLOI313 RS01200	CloI313 0236	1.002	0.003	0.99600069	0.996998021	carboxylate-amine ligase
CLOI313 RS01205	CloI313 0237	1.771	0.825	0.308568766	0.3914542	sugar transferase
CLOI313 RS01210	CloI313 0238	0.855	-0.226	0.700471391	0.759202639	aldolase
CLOI313 RS01215	CloI313 0239	0.952	-0.071	0.82699567	0.860503822	nucleoside-diphosphate sugar epimerase
CLOI313 RS01220	CloI313 0240	0.719	-0.476	0.359427169	0.44579077	hypothetical protein
CLOI313 RS01225	CloI313 0241	0.621	-0.687	0.131025265	0.186406437	LPS biosynthesis protein
CLOI313 RS01230	CloI313 0242	1.046	0.065	0.850223943	0.880159339	capsular polysaccharide biosynthesis protein
CLOI313 RS01235	CloI313 0243	0.878	-0.188	0.596027457	0.670223601	phosphoesterase
CLOI313 RS01245	CloI313 0245	0.74	-0.435	2.80E-08	1.01E-07	nucleoside triphosphate pyrophosphohydrolase

CLO1313 RS01250	Clo1313 0246	0.772	-0.372	0.000196058	0.00046702	transcriptional regulator
CLO1313 RS01255	Clo1313 0247	0.804	-0.315	0.004880199	0.00962876	hypothetical protein
CLO1313 RS01270	Clo1313 0250	0.979	-0.03	0.722145256	0.776798287	separation inhibitor protein
CLO1313 RS01275	Clo1313 0251	0.803	-0.316	8.53E-06	2.42E-05	RNA-binding protein S1
CLO1313 RS01280	Clo1313 R0006	0.718	-0.479	6.42E-07	2.08E-06	
CLO1313 RS01285	Clo1313 R0007	0.625	-0.679	1.99E-09	8.09E-09	
CLO1313 RS01290	Clo1313 0252	0.791	-0.338	0.012878712	0.023479185	chemotaxis protein
CLO1313 RS01295	Clo1313 0253	1.186	0.246	0.004781616	0.009444991	2-octaprenylphenol hydroxylase
CLO1313 RS01300	Clo1313 0254	1.024	0.034	0.8021429	0.842601246	Zn-finger containing protein
CLO1313 RS01305	Clo1313 0255	0.665	-0.588	9.58E-05	0.000238937	ATPase
CLO1313 RS01310	Clo1313 0256	0.931	-0.103	0.568045878	0.644315276	TetR family transcriptional regulator
CLO1313 RS01315		1.08	0.111	0.620843389	0.692224975	transglutaminase
CLO1313 RS01320		0.987	-0.019	0.920663422	0.93701771	transglutaminase
CLO1313 RS01325		1.202	0.266	0.129057994	0.183956712	hypothetical protein
CLO1313 RS01330	Clo1313 0258	1.222	0.289	0.103264863	0.15129034	hypothetical protein
CLO1313 RS01335		1.413	0.499	0.002761304	0.00563727	
CLO1313 RS01340	Clo1313 0260	1.29	0.367	0.073509548	0.112880253	hydrolase
CLO1313 RS01345	Clo1313 0262	1.325	0.406	0.048122482	0.077591035	50S ribosomal protein L7/L12
CLO1313 RS01350		1.389	0.474	0.072561116	0.111709849	hypothetical protein
CLO1313 RS01355	Clo1313 0264	1.218	0.284	0.16438781	0.227607823	hypothetical protein
CLO1313 RS01360	Clo1313 0265	1.033	0.046	0.629039217	0.699476683	hypothetical protein
CLO1313 RS01365	Clo1313 0266	1.43	0.516	7.42E-11	3.47E-10	GumN family protein
CLO1313 RS01375	Clo1313 0268	1.502	0.587	1.47E-06	4.56E-06	hypothetical protein
CLO1313 RS01380	Clo1313 0269	1.47	0.556	4.75E-06	1.39E-05	hypothetical protein
CLO1313 RS01385	Clo1313 0270	0.829	-0.271	0.00772203	0.014731786	peptidase S41
CLO1313 RS01390	Clo1313 R0008	0.454	-1.14	1.10E-16	7.67E-16	
CLO1313 RS01395	Clo1313 R0009	0.419	-1.255	4.38E-21	3.86E-20	
CLO1313 RS01400	Clo1313 R0010	0.32	-1.643	1.17E-27	1.42E-26	
CLO1313 RS01410	Clo1313 0272	1.783	0.834	1.33E-10	6.11E-10	hypothetical protein
CLO1313 RS01415	Clo1313 0273	1.523	0.607	1.01E-12	5.38E-12	hypothetical protein

CL01313 RS01420	Cl01313 R0011	1.155	0.208	0.059671983	0.094286763	
CL01313 RS01425	Cl01313 0274	1.433	0.519	7.40E-07	2.37E-06	pilus assembly protein PilZ
CL01313 RS01430	Cl01313 0275	0.999	-0.002	0.980663308	0.984932773	hypothetical protein
CL01313 RS01435	Cl01313 0276	1.028	0.04	0.572643499	0.647815108	pilus assembly protein PilM
CL01313 RS01440	Cl01313 0277	0.724	-0.466	0.000452616	0.001023677	thioesterase
CL01313 RS01450	Cl01313 0280	1.169	0.225	0.008240331	0.015650888	GntR family transcriptional regulator
CL01313 RS01455	Cl01313 0281	0.716	-0.481	1.88E-05	5.08E-05	decaprenyl-phosphate phosphoribosyltransferase
CL01313 RS01460	Cl01313 0282	0.73	-0.454	2.68E-06	8.03E-06	acetyltransferase
CL01313 RS01465	Cl01313 0283	0.799	-0.324	2.79E-05	7.36E-05	glycosyl transferase family 1
CL01313 RS01470	Cl01313 0284	0.879	-0.187	0.011202951	0.020726497	hypothetical protein
CL01313 RS01475	Cl01313 0285	0.851	-0.233	0.002961387	0.006021152	polymerase
CL01313 RS01480	Cl01313 0286	0.96	-0.059	0.459110275	0.542075478	hypothetical protein
CL01313 RS01485	Cl01313 0287	1.051	0.071	0.346256871	0.431777279	carbohydrate kinase
CL01313 RS01495	Cl01313 0289	1.339	0.421	1.57E-05	4.28E-05	CopG family transcriptional regulator
CL01313 RS01500	Cl01313 0290	1.54	0.623	1.45E-10	6.64E-10	mRNA interferase PemK
CL01313 RS01505	Cl01313 0291	1.869	0.902	9.56E-23	9.10E-22	hypothetical protein
CL01313 RS01510	Cl01313 0292	0.733	-0.448	6.86E-06	1.97E-05	N-acetylmannosaminyltransferase
CL01313 RS01520	Cl01313 0294	1.169	0.226	0.104060999	0.152188419	hypothetical protein
CL01313 RS01525	Cl01313 0295	0.908	-0.14	0.122162725	0.175253402	transketolase
CL01313 RS01530	Cl01313 0296	0.97	-0.044	0.549776761	0.628585782	transketolase
CL01313 RS01535	Cl01313 0297	0.714	-0.485	6.40E-08	2.24E-07	ABC transporter
CL01313 RS01540	Cl01313 0298	0.675	-0.568	4.78E-10	2.05E-09	ABC transporter permease
CL01313 RS01545	Cl01313 0299	0.709	-0.496	3.04E-10	1.34E-09	ABC transporter
CL01313 RS01550	Cl01313 0300	0.742	-0.431	6.73E-09	2.60E-08	hypothetical protein
CL01313 RS01555	Cl01313 0301	1.239	0.309	0.08211326	0.124309776	membrane protein
CL01313 RS01560	Cl01313 0302	0.887	-0.173	0.03305656	0.055538724	hypothetical protein
CL01313 RS01565	Cl01313 0303	0.702	-0.511	6.96E-12	3.51E-11	colicin V production protein
CL01313 RS01590	Cl01313 0308	0.522	-0.937	3.68E-54	1.28E-52	transcription termination/antitermination factor NusG
CL01313 RS01600	Cl01313 0310	0.486	-1.042	7.65E-33	1.15E-31	50S ribosomal protein L1
CL01313 RS01605	Cl01313 0311	0.416	-1.267	6.33E-62	2.83E-60	50S ribosomal protein L10

CLO1313 RS01610	Clo1313 0312	0.433	-1.208	1.08E-66	5.47E-65	50S ribosomal protein L7/L12
CLO1313 RS01625	Clo1313 0315	0.585	-0.774	8.17E-21	7.04E-20	50S ribosomal protein L7ae
CLO1313 RS01630	Clo1313 0316	0.495	-1.015	3.23E-45	8.00E-44	30S ribosomal protein S12
CLO1313 RS01635	Clo1313 0317	0.47	-1.089	4.93E-50	1.49E-48	30S ribosomal protein S7
CLO1313 RS01650	Clo1313 0320	0.981	-0.028	0.797392381	0.839964788	RNA polymerase subunit sigma-24
CLO1313 RS01655	Clo1313 0321	1.064	0.09	0.353310224	0.4394763	hypothetical protein
CLO1313 RS01660	Clo1313 0322	0.997	-0.005	0.984768352	0.988393671	hypothetical protein
CLO1313 RS01665	Clo1313 0323	1.15	0.202	0.196841177	0.265196177	vanomycin resistance protein VanB
CLO1313 RS01670	Clo1313 0324	0.936	-0.095	0.301260006	0.383805759	HPi kinase
CLO1313 RS01680	Clo1313 0326	1.221	0.288	0.001345891	0.002858589	UvrABC system protein C
CLO1313 RS01685	Clo1313 0327	1.352	0.435	5.63E-06	1.64E-05	ser/threonine protein phosphatase
CLO1313 RS01690	Clo1313 0328	0.606	-0.723	2.41E-26	2.74E-25	trigger factor
CLO1313 RS01700	Clo1313 0330	0.681	-0.555	9.49E-18	7.05E-17	ATP-dependent Clp protease ATP-binding subunit ClpX
CLO1313 RS01715	Clo1313 0333	3.162	1.661	1.79E-84	1.20E-82	lytic transglycosylase
CLO1313 RS01720	Clo1313 0334	0.691	-0.534	0.001793731	0.003748711	hypothetical protein
CLO1313 RS01725	Clo1313 0335	0.684	-0.548	7.95E-10	3.36E-09	hypothetical protein
CLO1313 RS01730	Clo1313 0336	0.684	-0.547	1.06E-08	4.00E-08	phosphoesterase
CLO1313 RS01735	Clo1313 0337	0.616	-0.7	4.06E-13	2.25E-12	SsrA-binding protein
CLO1313 RS01740	Clo1313 0338	0.376	-1.412	2.46E-26	2.79E-25	hypothetical protein
CLO1313 RS01745	Clo1313 0339	0.969	-0.046	0.768975932	0.816050538	hypothetical protein
CLO1313 RS01750	Clo1313 0341	1.092	0.127	0.305523984	0.388248487	MBL fold protein
CLO1313 RS01755	Clo1313 0342	0.969	-0.045	0.798971667	0.840447573	hypothetical protein
CLO1313 RS01760	Clo1313 0343	0.883	-0.18	0.111733623	0.162035365	MBL fold metallo-hydrolase
CLO1313 RS01765	Clo1313 0344	1.057	0.081	0.462388174	0.545087317	hypothetical protein
CLO1313 RS01770	Clo1313 0346	0.718	-0.477	7.27E-07	2.33E-06	potassium transporter CPA
CLO1313 RS01775	Clo1313 0348	1.026	0.037	0.751738526	0.801444663	AraC family transcriptional regulator
CLO1313 RS01780	Clo1313 0349	0.75	-0.414	0.000277473	0.000649096	glycoside hydrolase
CLO1313 RS01785	Clo1313 0350	0.697	-0.521	5.89E-07	1.92E-06	glycoside hydrolase
CLO1313 RS01790	Clo1313 0351	0.991	-0.013	0.893935731	0.915925267	transcriptional regulator
CLO1313 RS01795	Clo1313 0352	1.068	0.095	0.405901248	0.491440389	transcriptional regulator

ClOI1313 RS01800	Clol1313 0353	1.555	0.637	7.93E-10	3.35E-09	RNA-binding protein
ClOI1313 RS01805	Clol1313 0354	1.113	0.154	0.120032778	0.172900241	hypothetical protein
ClOI1313 RS01810	Clol1313 0355	1.01	0.015	0.944643748	0.955476087	hypothetical protein
ClOI1313 RS01815	Clol1313 0356	1.07	0.098	0.295709426	0.378826386	type 12 methyltransferase
ClOI1313 RS01820	Clol1313 0357	1.187	0.248	0.008950388	0.016871284	polynucleotide kinase-phosphatase
ClOI1313 RS01830	Clol1313 0359	1.82	0.864	1.50E-09	6.16E-09	flavoprotein
ClOI1313 RS01835	Clol1313 0360	1.243	0.314	0.003597825	0.007226977	Crp/Fnr family transcriptional regulator
ClOI1313 RS01840	Clol1313 0361	0.565	-0.823	0.003955984	0.007904061	hypothetical protein
ClOI1313 RS01850	Clol1313 0364	0.872	-0.198	0.114755608	0.165936388	nicotinamide mononucleotide transporter
ClOI1313 RS01855	Clol1313 0365	0.782	-0.355	0.001270669	0.002708412	cytidyltransferase
ClOI1313 RS01860	Clol1313 0366	0.824	-0.279	0.094898632	0.140632784	hypothetical protein
ClOI1313 RS01865	Clol1313 0367	0.758	-0.399	0.036885864	0.061319681	hypothetical protein
ClOI1313 RS01870	Clol1313 0368	1.102	0.14	0.134458532	0.190387695	hypothetical protein
ClOI1313 RS01875	Clol1313 0369	1.067	0.094	0.466137944	0.548775827	hypothetical protein
ClOI1313 RS01880	Clol1313 0370	2.25	1.17	9.94E-05	0.00024677	N-acetylmutramoyl-L-alanine amidase
ClOI1313 RS01885	Clol1313 0372	0.789	-0.343	0.682300629	0.744621393	cobalamin-binding protein
ClOI1313 RS01890	Clol1313 0373	0.988	-0.018	0.973735236	0.979286376	methyltransferase MtaA/CmuA family
ClOI1313 RS01895	Clol1313 0374	1.117	0.16	0.779212323	0.825453111	methylcobamide--CoM methyltransferase
ClOI1313 RS01900	Clol1313 0375	1.361	0.445	0.284670298	0.367668485	ferredoxin
ClOI1313 RS01905	Clol1313 0376	1.515	0.6	0.45047994	0.534833467	hypothetical protein
ClOI1313 RS01910	Clol1313 0377	0.664	-0.59	0.20753806	0.278108419	metal ABC transporter substrate-binding protein
ClOI1313 RS01915	Clol1313 0378	1.391	0.477	0.276953252	0.358644188	ABC transporter
ClOI1313 RS01920	Clol1313 0379	1.349	0.432	0.29098531	0.374101684	ABC transporter permease
ClOI1313 RS01925	Clol1313 0380	1.131	0.178	0.622006593	0.693198726	coenzyme F390 synthetase
ClOI1313 RS01930	Clol1313 0381	2.81	1.491	1.04E-11	5.20E-11	aminotransferase
ClOI1313 RS01935	Clol1313 0382	1.316	0.396	0.448254785	0.532613352	pyruvate/ketoisovalerate oxidoreductase gamma subunit
ClOI1313 RS01940	Clol1313 0383	1.616	0.693	0.332169844	0.417159699	pyruvate ferredoxin/flavodoxin oxidoreductase delta subunit
ClOI1313 RS01950	Clol1313 0385	0.328	-1.609	3.91E-07	1.29E-06	2-ketoisovalerate ferredoxin oxidoreductase subunit beta
ClOI1313 RS01955	Clol1313 0386	0.317	-1.66	5.98E-17	4.21E-16	hypothetical protein
ClOI1313 RS01960	Clol1313 0387	0.21	-2.249	1.54E-41	3.44E-40	reactive intermediate/imine deaminase

CLO1313 RS01965	Clo1313 0388	0.347	-1.528	1.94E-29	2.57E-28	cystathionine beta-lyase
CLO1313 RS01970	Clo1313 0389	0.413	-1.276	7.88E-25	8.29E-24	cystathionine beta-lyase
CLO1313 RS01980	Clo1313 0391	0.196	-2.351	3.01E-28	3.84E-27	metal ABC transporter substrate-binding protein
CLO1313 RS01985	Clo1313 0392	0.413	-1.277	6.99E-15	4.42E-14	sulfonate ABC transporter permease
CLO1313 RS01990	Clo1313 0393	0.424	-1.238	1.82E-14	1.12E-13	nitrate ABC transporter ATP-binding protein
CLO1313 RS01995	Clo1313 0394	0.328	-1.609	9.26E-45	2.24E-43	carbohydrate-binding protein
CLO1313 RS02000	Clo1313 0395	0.683	-0.551	6.90E-11	3.23E-10	endoglucanase
CLO1313 RS02005	Clo1313 0396	0.96	-0.059	0.435084861	0.5200556	LacI family transcriptional regulator
CLO1313 RS02010	Clo1313 0397	0.977	-0.034	0.612875351	0.685570003	glycoside hydrolase
CLO1313 RS02015	Clo1313 0398	0.867	-0.206	0.007475732	0.014307416	Na/Pi cotransporter
CLO1313 RS02020	Clo1313 0399	1.432	0.518	0.000464078	0.001044873	glycoside hydrolase
CLO1313 RS02025	Clo1313 0400	2.022	1.016	3.04E-08	1.10E-07	glycoside hydrolase
CLO1313 RS02030	Clo1313 0401	1.108	0.149	0.41526539	0.500947048	two-component system response regulator
CLO1313 RS02035	Clo1313 0402	1.02	0.029	0.782514306	0.827658809	two-component system sensor histidine kinase
CLO1313 RS02040	Clo1313 0403	0.573	-0.803	6.37E-37	1.18E-35	lysyl-tRNA synthetase
CLO1313 RS02045	Clo1313 0405	2.623	1.391	2.34E-22	2.20E-21	chemotaxis protein CheW
CLO1313 RS02050	Clo1313 0406	2.446	1.291	3.31E-25	3.58E-24	chemotaxis protein CheA
CLO1313 RS02055	Clo1313 0407	2.562	1.357	8.32E-44	1.95E-42	chemotaxis protein
CLO1313 RS02060	Clo1313 0408	2.079	1.056	1.27E-10	5.83E-10	chemotaxis protein CheR
CLO1313 RS02065	Clo1313 0409	1.978	0.984	3.51E-15	2.28E-14	two-component system protein-glutamate methyltransferase
CLO1313 RS02070	Clo1313 0410	0.81	-0.304	0.000287523	0.000671037	oxidoreductase
CLO1313 RS02075	Clo1313 0411	0.685	-0.547	7.85E-13	4.22E-12	hypothetical protein
CLO1313 RS02080	Clo1313 0412	0.786	-0.348	0.033650988	0.056348025	TipAS antibiotic-recognition domain protein
CLO1313 RS02085	Clo1313 0413	0.743	-0.429	2.71E-07	9.01E-07	endoglucanase
CLO1313 RS02090	Clo1313 0414	0.861	-0.215	0.010350227	0.019255789	hypothetical protein
CLO1313 RS02095	Clo1313 0415	1.715	0.778	6.39E-14	3.77E-13	phosphoenolpyruvate carboxykinase
CLO1313 RS02110	Clo1313 0418	1.016	0.023	0.800418738	0.841084722	hypothetical protein
CLO1313 RS02115	Clo1313 0419	0.789	-0.343	0.000130254	0.00031707	peptidase C39
CLO1313 RS02120	Clo1313 0420	1.009	0.013	0.896649391	0.918391914	dockerin

CLOI313 RS02130	CloI313 0422	1.194	0.256	0.07161667	0.110539575	ATP phosphoribosyltransferase
CLOI313 RS02145		0.789	-0.342	0.000298205	0.000693269	imidazoleglycerol-phosphate dehydratase
CLOI313 RS02150	CloI313 0426	0.873	-0.195	0.014877928	0.026701919	phosphoribosylaminoimidazole-succinocarboxamide synthase
CLOI313 RS02165	CloI313 0429	0.767	-0.383	5.45E-06	1.59E-05	imidazole glycerol phosphate synthase subunit HisH
CLOI313 RS02170	CloI313 0430	0.831	-0.267	0.005046907	0.009925031	bifunctional phosphoribosyl-AMP<br>cyclohydrolase/phosphoribosyl-ATP pyrophosphatase
CLOI313 RS02175	CloI313 0431	0.882	-0.182	0.094717399	0.140552934	transcriptional regulator
CLOI313 RS02180	CloI313 0432	0.81	-0.305	6.23E-05	0.000158522	molecular chaperone GroES
CLOI313 RS02190	CloI313 0434	0.837	-0.256	0.018866416	0.033380756	histidine kinase
CLOI313 RS02195	CloI313 0435	0.838	-0.256	0.003582685	0.007201388	hypothetical protein
CLOI313 RS02200	CloI313 0436	1.042	0.059	0.431708132	0.516843388	glycoside hydrolase
CLOI313 RS02205	CloI313 0437	1.239	0.309	0.000490257	0.001095589	hypothetical protein
CLOI313 RS02210	CloI313 0438	0.89	-0.169	0.044389499	0.072232288	transcription elongation factor GreA
CLOI313 RS02215	CloI313 0439	1.082	0.114	0.234044483	0.309070632	anti-sigma factor antagonist
CLOI313 RS02220	CloI313 0440	0.983	-0.024	0.776509214	0.823753496	anti-sigma regulatory factor
CLOI313 RS02225	CloI313 0441	0.967	-0.049	0.594375877	0.669699706	DNA-directed RNA polymerase sigma-70 factor
CLOI313 RS02230	CloI313 0442	0.903	-0.147	0.322345861	0.40652449	anti-sigma regulatory factor
CLOI313 RS02235	CloI313 R0013	0.841	-0.25	0.444825201	0.529167306	
CLOI313 RS02240	CloI313 R0014	0.93	-0.105	0.533950052	0.612826715	
CLOI313 RS02245	CloI313 R0015	0.817	-0.291	0.380245374	0.466022017	
CLOI313 RS02255	CloI313 0444	0.513	-0.964	3.86E-38	7.53E-37	30S ribosomal protein S10
CLOI313 RS02260	CloI313 0445	0.518	-0.949	3.79E-32	5.38E-31	50S ribosomal protein L3
CLOI313 RS02265	CloI313 0446	0.563	-0.83	1.60E-21	1.45E-20	50S ribosomal protein L4
CLOI313 RS02270	CloI313 0447	0.595	-0.75	5.84E-13	3.19E-12	50S ribosomal protein L23
CLOI313 RS02275	CloI313 0448	0.584	-0.776	7.64E-14	4.50E-13	50S ribosomal protein L2
CLOI313 RS02280	CloI313 0449	0.627	-0.673	7.44E-08	2.60E-07	30S ribosomal protein S19
CLOI313 RS02285	CloI313 0450	0.623	-0.683	1.69E-09	6.90E-09	50S ribosomal protein L22
CLOI313 RS02290	CloI313 0451	0.623	-0.682	2.48E-08	9.04E-08	30S ribosomal protein S3
CLOI313 RS02295	CloI313 0452	0.632	-0.663	1.32E-07	4.53E-07	50S ribosomal protein L16

CLOI313 RS02300	Clo1313 0453	0.649	-0.623	5.77E-06	1.68E-05	50S ribosomal protein L29
CLOI313 RS02305	Clo1313 0454	0.683	-0.549	0.000189835	0.000453277	30S ribosomal protein S17
CLOI313 RS02310	Clo1313 0455	0.666	-0.585	8.84E-06	2.50E-05	50S ribosomal protein L14
CLOI313 RS02315	Clo1313 0456	0.671	-0.575	2.99E-05	7.87E-05	50S ribosomal protein L24
CLOI313 RS02320	Clo1313 0457	0.673	-0.571	1.29E-05	3.56E-05	50S ribosomal protein L5
CLOI313 RS02325		0.73	-0.454	0.000331523	0.000763624	30S ribosomal protein S14 type Z
CLOI313 RS02330	Clo1313 0459	0.712	-0.489	8.13E-06	2.31E-05	30S ribosomal protein S8
CLOI313 RS02335	Clo1313 0460	0.688	-0.539	2.40E-06	7.25E-06	50S ribosomal protein L6
CLOI313 RS02340	Clo1313 0461	0.689	-0.538	7.84E-07	2.50E-06	50S ribosomal protein L18
CLOI313 RS02345	Clo1313 0462	0.692	-0.531	5.83E-07	1.90E-06	30S ribosomal protein S5
CLOI313 RS02350	Clo1313 0463	0.673	-0.572	5.28E-08	1.87E-07	50S ribosomal protein L30
CLOI313 RS02355	Clo1313 0464	0.676	-0.564	4.04E-07	1.33E-06	50S ribosomal protein L15
CLOI313 RS02360	Clo1313 0465	0.697	-0.52	1.83E-06	5.59E-06	preprotein translocase subunit SecY
CLOI313 RS02365	Clo1313 0466	0.706	-0.502	6.63E-06	1.91E-05	adenylate kinase
CLOI313 RS02375	Clo1313 0468	0.677	-0.562	2.72E-12	1.40E-11	hypothetical protein
CLOI313 RS02380	Clo1313 0469	0.673	-0.572	4.45E-11	2.11E-10	translation initiation factor IF-1
CLOI313 RS02385	Clo1313 0470	0.711	-0.492	1.51E-08	5.65E-08	50S ribosomal protein L36
CLOI313 RS02390	Clo1313 0471	0.586	-0.771	4.94E-31	6.77E-30	30S ribosomal protein S13
CLOI313 RS02395	Clo1313 0472	0.585	-0.773	5.64E-28	7.05E-27	30S ribosomal protein S11
CLOI313 RS02400	Clo1313 0473	0.63	-0.667	2.17E-24	2.24E-23	30S ribosomal protein S4
CLOI313 RS02405	Clo1313 0474	0.645	-0.632	2.13E-19	1.73E-18	DNA-directed RNA polymerase subunit alpha
CLOI313 RS02410	Clo1313 0475	0.815	-0.294	1.21E-05	3.34E-05	50S ribosomal protein L17
CLOI313 RS02415	Clo1313 0476	0.789	-0.342	2.09E-05	5.60E-05	energy-coupling factor transporter ATPase
CLOI313 RS02420	Clo1313 0477	0.738	-0.439	0.000155296	0.000375288	16S rRNA methyltransferase
CLOI313 RS02425	Clo1313 0478	0.981	-0.028	0.696364514	0.755570614	type III restriction endonuclease subunit R
CLOI313 RS02430	Clo1313 0479	1.012	0.017	0.827817371	0.860528352	hypothetical protein
CLOI313 RS02435	Clo1313 0480	1.107	0.146	0.042408949	0.069499693	DNA methylase
CLOI313 RS02440	Clo1313 0481	0.96	-0.059	0.493179575	0.573051354	hypothetical protein
CLOI313 RS02445	Clo1313 0482	0.997	-0.004	0.955026428	0.964280079	hypothetical protein
CLOI313 RS02450	Clo1313 0483	1.261	0.334	0.840320767	0.872316366	LuxR family transcriptional regulator

CLO1313 RS02455	Clo1313 0484	1.47	0.556	0.500270684	0.579270958	hypothetical protein
CLO1313 RS02460	Clo1313 0485	1.116	0.159	0.085241718	0.128269043	copper amine oxidase
CLO1313 RS02465	Clo1313 0486	1.188	0.249	0.003459068	0.006971603	resolvase
CLO1313 RS02470	Clo1313 0487	0.833	-0.263	0.001447666	0.003066067	cobalt ABC transporter ATP-binding protein
CLO1313 RS02475	Clo1313 0488	0.744	-0.426	9.37E-06	2.64E-05	transporter
CLO1313 RS02480	Clo1313 0489	0.688	-0.539	8.04E-16	5.42E-15	glucokinase
CLO1313 RS02485	Clo1313 0490	1.042	0.059	0.48593679	0.566611366	tRNA pseudouridine synthase A
CLO1313 RS02490	Clo1313 0491	1.467	0.553	4.14E-10	1.79E-09	Card family transcriptional regulator
CLO1313 RS02500	Clo1313 0493	0.61	-0.714	3.43E-12	1.77E-11	ABC transporter
CLO1313 RS02505	Clo1313 0494	0.632	-0.662	1.86E-14	1.14E-13	ABC transporter
CLO1313 RS02510	Clo1313 0495	1.647	0.72	8.02E-10	3.38E-09	two-component system sensor histidine kinase
CLO1313 RS02515	Clo1313 0496	1.175	0.233	0.040057688	0.066007146	histidine kinase
CLO1313 RS02520	Clo1313 0497	1.085	0.118	0.228099749	0.301618672	2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase
CLO1313 RS02525	Clo1313 0498	0.677	-0.562	1.29E-13	7.40E-13	prolyl-tRNA synthetase
CLO1313 RS02530	Clo1313 0499	1.113	0.155	0.295196542	0.378330952	hypothetical protein
CLO1313 RS02535	Clo1313 0500	2.04	1.029	7.74E-05	0.000195085	pectinesterase
CLO1313 RS02540	Clo1313 0501	1.052	0.074	0.655832145	0.722837413	pectate lyase
CLO1313 RS02550	Clo1313 0503	1.051	0.072	0.6950155	0.754379835	ATP-binding protein
CLO1313 RS02565		1.489	0.574	0.000118362	0.000289532	hypothetical protein
CLO1313 RS02570	Clo1313 0505	1.152	0.204	0.094765682	0.140555034	hypothetical protein
CLO1313 RS02575		1.177	0.235	0.02687751	0.045929148	transposase
CLO1313 RS02590		4.473	2.161	6.17E-69	3.30E-67	hypothetical protein
CLO1313 RS02605	Clo1313 0509	0.682	-0.552	0.001164633	0.002493029	hypothetical protein
CLO1313 RS02610	Clo1313 0510	2.911	1.542	8.24E-60	3.48E-58	peptide ABC transporter substrate-binding protein
CLO1313 RS02615	Clo1313 0511	2.542	1.346	2.68E-45	6.70E-44	peptide ABC transporter ATP-binding protein
CLO1313 RS02620	Clo1313 0512	2.29	1.195	8.52E-35	1.39E-33	peptide ABC transporter ATP-binding protein
CLO1313 RS02625	Clo1313 0513	2.191	1.131	9.13E-32	1.29E-30	peptide ABC transporter permease
CLO1313 RS02630	Clo1313 0514	1.953	0.966	1.11E-28	1.44E-27	peptide ABC transporter permease
CLO1313 RS02635	Clo1313 0515	0.571	-0.808	0.005261997	0.010307465	copper amine oxidase
CLO1313 RS02640	Clo1313 0516	0.942	-0.086	0.374330573	0.460089093	MFS transporter

CLO1313 RS02645	Clo1313 0517	1.012	0.018	0.848701548	0.879446008	4Fe-4S ferredoxin
CLO1313 RS02650	Clo1313 0518	1.444	0.53	3.22E-07	1.06E-06	GntR family transcriptional regulator
CLO1313 RS02655	Clo1313 0519	1.197	0.259	0.005323055	0.010420262	ABC transporter
CLO1313 RS02660	Clo1313 0520	1.061	0.085	0.466865686	0.548855426	hypothetical protein
CLO1313 RS02665	Clo1313 0521	0.856	-0.224	0.081233608	0.123289267	glycoside hydrolase
CLO1313 RS02670	Clo1313 0522	0.875	-0.193	0.158274953	0.219651357	endo-1,4-beta-xylanase
CLO1313 RS02680	Clo1313 0524	1.342	0.425	0.000213257	0.000505181	hypothetical protein
CLO1313 RS02690		0.338	-1.563	0.435458566	0.520091958	hypothetical protein
CLO1313 RS02695	Clo1313 0526	1.146	0.197	0.743297238	0.794139087	hypothetical protein
CLO1313 RS02700	Clo1313 0527	1.333	0.415	6.66E-06	1.92E-05	Crp/Fnr family transcriptional regulator
CLO1313 RS02705	Clo1313 0528	190.971	7.577	2.04E-113	2.19E-111	4Fe-4S ferredoxin
CLO1313 RS02710	Clo1313 0529	70.323	6.136	1.57E-182	9.41E-180	membrane protein
CLO1313 RS02715	Clo1313 0530	18.829	4.235	3.02E-85	2.10E-83	HymD protein
CLO1313 RS02720	Clo1313 0531	21.195	4.406	2.69E-39	5.57E-38	ABC transporter substrate-binding protein
CLO1313 RS02725	Clo1313 0532	4.552	2.186	1.87E-32	2.70E-31	chemotaxis protein
CLO1313 RS02730		1.647	0.72	9.83E-06	2.76E-05	multidrug ABC transporter ATP-binding protein
CLO1313 RS02735		1.076	0.105	0.596330994	0.670313587	hypothetical protein
CLO1313 RS02740	Clo1313 0534	0.96	-0.058	0.90286679	0.923498467	hypothetical protein
CLO1313 RS02745	Clo1313 0535	0.837	-0.257	0.267073436	0.348089193	hypothetical protein
CLO1313 RS02750	Clo1313 0536	1.262	0.336	0.702613595	0.7608995	hypothetical protein
CLO1313 RS02755	Clo1313 0537	0.905	-0.145	0.865025818	0.893016327	hypothetical protein
CLO1313 RS02760	Clo1313 0538	2.017	1.012	0.135431585	0.191584587	hypothetical protein
CLO1313 RS02765	Clo1313 0539	0.705	-0.504	6.46E-15	4.10E-14	glycosyl transferase
CLO1313 RS02770	Clo1313 0540	0.417	-1.261	2.70E-05	7.15E-05	hypothetical protein
CLO1313 RS02780	Clo1313 0542	0.923	-0.116	0.457442157	0.540744592	NADH:flavin oxidoreductase
CLO1313 RS02785	Clo1313 0543	1.133	0.18	0.19338741	0.261417886	RNA polymerase subunit sigma-24
CLO1313 RS02790	Clo1313 0544	1.543	0.626	9.20E-07	2.92E-06	hypothetical protein
CLO1313 RS02795	Clo1313 0545	1.051	0.072	0.416068239	0.501321273	hypothetical protein
CLO1313 RS02800	Clo1313 0546	1.507	0.592	0.000251203	0.000588561	hypothetical protein
CLO1313 RS02805	Clo1313 0547	0.919	-0.123	0.549330937	0.628315592	glutamine amidotransferase

ClOI1313	RS02810	ClOI1313	0548	0.785	-0.35	0.03797113	0.062879855	hypothetical protein
ClOI1313	RS02815	ClOI1313	0549	1.376	0.46	9.34E-07	2.96E-06	ABC transporter permease
ClOI1313	RS02820	ClOI1313	0550	0.731	-0.452	2.11E-06	6.40E-06	hypothetical protein
ClOI1313	RS02825	ClOI1313	0551	0.823	-0.282	0.000795884	0.001727764	inorganic phosphate transporter PiT
ClOI1313	RS02830	ClOI1313	0552	0.839	-0.254	0.004341299	0.008627937	hypothetical protein
ClOI1313	RS02835	ClOI1313	0553	0.829	-0.271	0.001351925	0.002867343	hypothetical protein
ClOI1313	RS02840	ClOI1313	0554	1.111	0.152	0.08728136	0.130812992	hydrogenase
ClOI1313	RS02845	ClOI1313	0555	1.717	0.78	1.74E-08	6.43E-08	peptidoglycan-binding protein LysM
ClOI1313	RS02855	ClOI1313	0557	0.485	-1.045	0.005103395	0.010022974	hypothetical protein
ClOI1313	RS02860	ClOI1313	0558	1.347	0.43	0.322031369	0.406298727	superoxide dismutase
ClOI1313	RS02865	ClOI1313	0559	1.151	0.202	0.807090236	0.846611968	hypothetical protein
ClOI1313	RS02870			0.66	-0.598	0.048095211	0.077588777	hypothetical protein
ClOI1313	RS02875	ClOI1313	0562	0.71	-0.494	0.187986642	0.255911003	hypothetical protein
ClOI1313	RS02880	ClOI1313	0563	1.631	0.706	3.64E-18	2.75E-17	carbohydrate-binding protein
ClOI1313	RS02890	ClOI1313	0565	0.97	-0.044	0.64541016	0.713448238	hydrogenase assembly protein HupF
ClOI1313	RS02915	ClOI1313	0571	0.67	-0.579	4.96E-09	1.93E-08	NADH dehydrogenase
ClOI1313	RS02920	ClOI1313	0572	0.619	-0.693	1.14E-11	5.68E-11	ech hydrogenase subunit EchD
ClOI1313	RS02925	ClOI1313	0573	0.352	-1.508	4.71E-35	7.85E-34	NADH ubiquinone oxidoreductase
ClOI1313	RS02930	ClOI1313	0574	0.359	-1.48	6.78E-53	2.26E-51	NADH dehydrogenase subunit 1
ClOI1313	RS02935	ClOI1313	0575	0.406	-1.3	3.69E-41	8.15E-40	NADH/Ubiquinone/plastoquinone (complex I)
ClOI1313	RS02940	ClOI1313	0577	1.192	0.254	0.028898121	0.04904667	elongation factor GreAB
ClOI1313	RS02945	ClOI1313	0578	0.752	-0.411	2.31E-09	9.36E-09	citrate synthase
ClOI1313	RS02950	ClOI1313	0579	0.575	-0.8	1.41E-12	7.39E-12	histidine decarboxylase
ClOI1313	RS02955	ClOI1313	0580	2.014	1.01	0.026731877	0.045706328	chemotaxis protein CheW
ClOI1313	RS02960	ClOI1313	0581	1.694	0.761	0.000671222	0.001471488	chemotaxis protein
ClOI1313	RS02970	ClOI1313	0583	0.738	-0.437	2.54E-06	7.64E-06	hypothetical protein
ClOI1313	RS02975	ClOI1313	0584	0.775	-0.368	8.47E-07	2.69E-06	hypothetical protein
ClOI1313	RS02980	ClOI1313	0585	0.987	-0.019	0.858184779	0.887175509	hypothetical protein
ClOI1313	RS02985	ClOI1313	0586	1.126	0.171	0.124795135	0.178593532	3-phosphoglycerate dehydrogenase
ClOI1313	RS02990	ClOI1313	0587	3.338	1.739	2.81E-55	1.03E-53	chemotaxis protein

How the deposited data were processed for this re-analysis (not part of the article)

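Transcript levels were measured by RNA sequencing in 6 cultures of KJC335, 3 biological replicates on cellobiose and 3 on xylose. The strain tag in the sample labels gives another KJC number than the paper, and descriptions of some replicates give other DSM numbers for the parent. The paper's names are used here, and the strain was not checked otherwise. The condition of each library was taken from its title and its carbon source tag. The free-text descriptions of the 3 xylose samples instead name columns of the cellobiose libraries, against their titles and tags, and every direction given rests on the titles, the tags and the column names of the count table. The study has no other groups, and no library was left out of the comparison.

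The authors deposited a count for each gene and library, which is the raw number of reads assigned to the gene. They depleted rRNA, sequenced paired-end reads and aligned them to the DSM1313 genome with gene annotation from BioCyc; the aligner, the counting program and their versions are not given in the sources used here. The values are whole numbers, their sums differ between libraries, and the replicates were not pooled. The authors also deposited a fold change for each gene, the linear ratio of xylose over cellobiose, and its log2 value, both computed by them with DESeq2 through SARTools from the same counts. For each gene the authors deposited a p-value and an adjusted p-value from that DESeq2 test, and their adjustment method is not stated. The deposited table has 6 further columns with a value per sample, which were not used here. Fold changes and p-values printed beside the claims were computed from the counts, and the authors' deposited values were used only where named.

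Genes were matched to the paper by locus tag, or by gene name for the 293 genes with no tag. The paper names 201 genes in its results, figures and Tables S10 and S11, of which 186 are in the table and 182 had enough counts to be tested. Products were taken from Table S1. The genes named in the text follow one rule: every gene the paper names, the 10 largest increases and 10 largest decreases among genes past 2-fold that had at least 10 counts in every library of the higher group and no overlap between sugars, and up to 4 members with the smallest adjusted p in each list. This gives 259 tested genes. The values in the paper's tables were seen before the rule and the lists were written, so the lists were filled by product name or from the paper's figures and tables and not by value. Genes outside the rule are marked as picked after their values were seen.

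Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr at its default minimum count of 10 and minimum total of 15, libraries were scaled with TMM factors of 0.943 to 0.958 on cellobiose and 1.02 to 1.08 on xylose, and the quasi-likelihood F-test was made with sugar as the only term. P-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was counted as changed at an adjusted p under 0.05, and also with a log2 FC beyond 1 or beyond 2 in either direction. The 35 lists with at least 3 tested members were each compared with all other genes by camera in limma on log2 CPM, with an adjustment over the lists. Counts of transketolase genes were listed per library with an exact permutation test. Terms of the paper's tables of gene function, ABC transporters and runs of neighboring genes were tallied without a test.

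The 6 libraries hold 23288993 to 32884726 counts. A gene with fewer than 10 counts in a library is measured with a large sampling error, as were most of the 112 genes that were not tested, while most genes named have far more counts. The test was tried on simulated data with 2880 genes and the depth and spread of these libraries. It called 192 of 200 changed genes, with 42 of 50 at a fold of 1.5 and 50 of 50 at each of 2, 4 and 8, and 14 unchanged genes, or 6.80% of its calls. DESeq2 called 190 and 18. Only those 200 genes were changed in the simulation, with as many raised as lowered. In the real data 1800 of 2888 genes passed at any size, so these rates need not carry over.

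Alternatives tried were DESeq2 with default settings, DESeq2 size factors, upper-quartile factors or library totals in place of TMM, no filter on low counts, at least 100 counts in 3 libraries, the fit without stable RNA genes or without the 20 most abundant genes, each library left out in turn, the replicate number as a block, and glmTreat against the bound itself. For lists, camera with an estimated correlation and fry, in one direction and in either, were also run. A correction for GC content and a comparison of transketolase counts per kilobase needed a reference genome, which was not used here.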

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

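No test of an explanation in this part was chosen after its result was seen, and the lists were filled by product name and gene name. The paper's text does not discuss these 5 groups of genes, though Fig. 1 marks CLO1313_RS00440 and Tables S4, S5, S7 and S8 list terms for urea, iron and polyamine genes, and each group passed the list test in a direction shared by most of its members. Each list's adjusted p is far higher when the inter-gene correlation is estimated from the 6 libraries.

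Genes for urea uptake and urease were higher on xylose, 10 of 10 (10 adjusted over the list alone), with a median log2 FC of 1.9 (camera adjusted p = 0.000679; adjusted p = 0.385 with an estimated correlation). The uptake genes urtA and urtC rose most strongly, with log2 FCs of 3.23 (standard error 0.32) and 2.84 (0.22), from levels under 1 CPM on cellobiose to 5.84 and 2.96 CPM on xylose, and urtB and urtD rose from levels under 1 CPM to 2.79 and 1.23 CPM. Iron uptake genes were higher as well, 7 of 7 (7 adjusted over the list alone), with a median of 1.40 (camera adjusted p = 0.000793; 0.385 with an estimated correlation). CLO1313_RS00440, a ferrous iron transporter A, rose from 4.53 ± 0.53 to 60.5 ± 10.3 CPM, a log2 FC of 3.73 (standard error 0.15, adjusted p = 3.85e-07). CLO1313_RS01025 and CLO1313_RS01020, of the same annotation, had 1.88 and 1.30, and the iron ABC transporter permease CLO1313_RS11935 had 1.40. For each gene named, all 3 xylose libraries lay above all 3 cellobiose libraries.

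Polyamine genes moved the other way. All 10 genes of polyamine synthesis and uptake were lower on xylose (10 adjusted over the list alone), with a median log2 FC of −1.27 (camera adjusted p = 6.87e-05; 0.385 with an estimated correlation). The gene speB fell from 1089.8 ± 82.3 to 467 ± 42.5 CPM, with a log2 FC of −1.22 (standard error 0.09). The S-adenosylmethionine decarboxylase CLO1313_RS07620 had −1.34, the arginine decarboxylase CLO1313_RS13160 −0.83 and CLO1313_RS07460 of the same list −1.50, with each xylose library below each cellobiose library. The F-type ATP synthase genes in the list were modestly higher on xylose, 8 of 8 (8 adjusted over the list alone). Their median was 0.60 (camera adjusted p = 0.0107, and 0.473 with an estimated correlation). Among them atpD had 0.80, atpC 0.75, atpF 0.65 and CLO1313_RS00975 0.55. CLO1313_RS00370, annotated in Table S1 as an F1 delta subunit, was not in the list and was lower on xylose in the authors' values. No explanation was tested for the urea, iron, polyamine and ATP synthase genes.

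Of 46 transposase and integrase genes, 30 were higher and 4 lower on xylose (31 and 4 adjusted over the list alone, 34 and 2 with library totals), with a median log2 FC of 0.34 (camera adjusted p = 0.00175; 0.385 with an estimated correlation). CLO1313_RS03960 and CLO1313_RS07185 both had 0.70, while the transposase CLO1313_RS13015 and the integrase CLO1313_RS12035 fell, with −1.47 and −0.72. The median of 0.34 lay above 99.98% of 10000 random lists matched on expression, whose highest was 0.36. This argues against a scaling offset or a trend with expression level only if the members were measured independently of each other. The random lists drew separate genes, and copies that share reads would make that percentile too extreme. The log2 FCs of the members had an SD of 0.43 against a median of 0.87 in such lists (0.07% of them were as low), which is consistent with reads shared between copies of one element, so the number of elements that changed may be smaller than the number of genes. A response of the elements to the sugar also stays open, as untested.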

How the results depend on the processing

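No alternative in this part was chosen after the data had been seen. The correction for GC content and the comparison of transketolase counts per kilobase were not run because no reference genome was used here.

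The counts of changed genes stayed within 1.5 times their value under every alternative except glmTreat. Past 2-fold they ran from 363 (at least 100 counts in 3 libraries) to 421 (no filter on low counts), and with each library left out in turn from 393 to 418 past 2-fold, 104 to 107 past 4-fold and 1639 to 1746 at any size. Tested against the bound itself, 252 genes passed at 2-fold (157 higher and 95 lower) and 52 at 4-fold (40 higher and 12 lower). This is by construction, since glmTreat asks that a change exceed the bound and not only differ from 0. Library totals moved the direction, with 71.7% of the genes past 2-fold higher on xylose against 60.4% with TMM, and 64.6% against 49.8% at any size. With the replicate number as a block the counts were 415 (253 higher and 162 lower), 103 (70 and 33) and 1775 (895 and 880). The labels give libraries with the same number only that number in common. The correlations of their deviations from the sugar's mean were small, at 0.0893, 0.0878 and 0.0755. Each of the 6 libraries still correlates best with the library of its own number, a hint from the data and not from the design. Whether the numbers pair the cultures is therefore left open. The block changed the call of 4 of 259 named genes and of none of the 35 lists. CLO1313_RS00325, CLO1313_RS00335 and CLO1313_RS09245 passed with it (adjusted p = 0.0449, 0.0493 and 0.0399) and CLO1313_RS10470 did not (0.0671).

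Of the 35 lists, 22 passed with camera at its preset correlation, and 20 to 24 did so with DESeq2 size factors, with the other filters, without the stable RNA or most abundant genes, with the block and with one library left out. Camera with an estimated correlation passed 0 (1 at an unadjusted p under 0.05), fry 32, and fry in either direction 34. With an estimated correlation the adjusted p was 0.385 for flagellum, chemotaxis, ribosomal proteins, sulfate assimilation and cysteine, RsgI-like sensors, the CbpD, CbpC and Lbp operons, the transketolase and xylitol dehydrogenase locus, glycolysis, PFOR 1, bifurcating hydrogenases, glutamate and glutamine synthesis, urea uptake and urease, arginine synthesis, iron uptake, transposases and integrases, and polyamine synthesis and uptake. It was 0.398 for the CbpB operon, 0.473 for aminoacyl-tRNA synthetases and for ATP synthase F-type, and 0.508 for cellulosome and glycoside hydrolases. These are the highest values of those lists over all alternatives. The shared 0.385 is a tied value that the Benjamini-Hochberg adjustment over the lists gives, and not a separate result for each list. Among these lists the estimated correlation ran from −0.057 for RsgI-like sensors to 0.963 for PFOR 1. The RsgI-like sensors lie below the preset 0.01 and still did not pass, so a higher correlation is not the reason for every list. The cause was not tested further.

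Lists that did not pass with camera, ATP synthase V-type excepted, passed with fry, which asks whether the members of a list changed and not whether they changed more than other genes. Adjusted p-values with fry, and with fry in either direction, were 0.0288 and 0.000314 for flagellin glycan, 0.00376 and 0.0137 for the CbpA operon, 0.00423 and 8.11e-05 for Hyd3, Nfn, Rnf and Ech, 6.30e-05 and 2.02e-05 for ferredoxins, 0.00276 and 2.88e-05 for nitrogen fixation, 0.00640 and 2.88e-05 for Fe-S cluster assembly, 0.0158 and 5.89e-05 for sporulation and germination, 0.00998 and 2.15e-05 for CRISPR, 0.000740 and 2.77e-05 for fermentation end products, and 0.00328 and 0.00178 for stable RNA. In either direction alone, other PFOR passed with 0.00187 and chaperones and proteases with 2.15e-05.

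Glycolysis was lost with at least 100 counts in 3 libraries (adjusted p = 0.0527) and, with each library left out in turn, ran from 0.0296 to 0.0567, the calls being lost without cellobiose replicate 3 or xylose replicate 1. Over the same left-out libraries, Hyd3, Nfn, Rnf and Ech ran from 0.0301 to 0.154, passing without cellobiose replicate 2 or xylose replicate 3, nitrogen fixation from 0.0208 to 0.122, passing without cellobiose replicate 2, and fermentation end products from 0.0400 to 0.107, passing without xylose replicate 2. Chaperones and proteases ran from 0.859 to 0.999 and turned direction without cellobiose replicate 2. The cause was not tested.

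Of the 259 named genes, all kept direction and side of the threshold with DESeq2 and with no filter on low counts, 256 with upper-quartile factors, 237 with library totals and 246 to 255 with one library left out. Library totals turned 13 genes from below to above 0, with log2 FCs of 0.067 for CLO1313_RS00340, 0.072 for CLO1313_RS00345, 0.075 for CLO1313_RS00350, 0.017 for CLO1313_RS01525, 0.11 for CLO1313_RS01530, 0.11 for CLO1313_RS02890, 0.012 for CLO1313_RS05835, 0.019 for CLO1313_RS09770, 0.032 for CLO1313_RS14030, 0.073 for CLO1313_RS14920, 0.059 for CLO1313_RS14925, 0.049 for CLO1313_RS14940 and 0.078 for CLO1313_RS14950. This follows from the shift of all genes by that scaling. With one library left out, log2 FCs ran from −0.15 to 0.0058 for CLO1313_RS00350, −0.017 to 0.29 for CLO1313_RS00560, −0.072 to 0.00068 for CLO1313_RS01530, −0.0013 to 0.089 for CLO1313_RS02645, −0.082 to 0.031 for CLO1313_RS02890, −0.016 to 0.18 for CLO1313_RS09665 and −0.35 to 0.044 for pseI, and the cause was not tested. None of the genes that turned had passed with TMM.

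Depth limits the genes with few reads. Those with fewer than 10 counts in most libraries could not be tested, 112 in all, and of the genes the paper names CLO1313_RS01175, CLO1313_RS01940, CLO1313_RS08650 and CLO1313_RS12105 are among them. Some named genes that were tested also have few reads, so that counting error weighs on their values, such as CLO1313_RS01935 (8, 11 and 8 on cellobiose and 15, 10 and 13 on xylose), CLO1313_RS01900 (17, 11 and 13, and 16, 16 and 28) and CLO1313_RS05215 (12, 1 and 1 on cellobiose).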

Differences from the paper's values

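Values were set beside 124 that the paper gives, 120 of them log2 FCs of single genes for xylose over cellobiose, and 13 of these log2 FCs differ by sign or by more than the replicate SD. Each was recomputed under up to 15 alternatives set before the data were examined, and an alternative is named where its value has the paper's sign and comes within the replicate SD of it, called within the SD, which can leave most of a gap in place.

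In Fig. 4 the paper gives about 0.65 (read by eye) for CLO1313_RS06080, where edgeR gives −0.64 and the authors' deposited table −0.65, and none of the alternatives comes within the SD. On a linear scale edgeR's fold change for CLO1313_RS06080 is 0.641, so the figure's number is also close to the linear value, and to the log2 value without its sign. In Fig. S4 it gives about 0.13 (read by eye) for CLO1313_RS09770, against −0.13 here and −0.14 in the authors' deposited table. Only library totals come within the SD. In Fig. S4 it gives about 1.1 (read by eye) for CLO1313_RS07660, against 0.19, and no alternative comes within the SD. On a linear scale edgeR's fold change for CLO1313_RS07660 is 1.14, which is close to the figure's number.

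In Table S10 the paper's value for CLO1313_RS09665 is −0.05, against 0.065, and only the fit without cellobiose replicate 2 comes within the SD.

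The remaining 9 values are from Table S11, and the authors' deposited table holds other values for these genes than Table S11 does. Its log2 FCs are −0.27 for CLO1313_RS00325, 0.40 for CLO1313_RS01935, −1.61 for CLO1313_RS01950, −0.58 for CLO1313_RS02915, −0.12 for CLO1313_RS14030, 0.018 for CLO1313_RS02645, 1.16 for CLO1313_RS10280, 0.996 for CLO1313_RS10290 and 1.36 for CLO1313_RS10295. Over all 13 genes the values here lie within 0.00984 of the authors' deposited table. For CLO1313_RS00325 the paper's value is −0.516 and the one here −0.26, and the fits within the SD are those without cellobiose replicate 2 or 3 or xylose replicate 3 and no others. For CLO1313_RS01935 the paper's value is 0.676 and the one here 0.41, and the fits within the SD are those with library totals and without cellobiose replicate 2 or xylose replicate 3 only. For CLO1313_RS01950 the paper's value is −2.098 and the one here −1.60, and the fits within the SD are those without cellobiose replicate 2 or 3 or xylose replicate 3, with DESeq2 barely inside an SD of 0.490 at −1.61, so that nearly the whole gap remains there, and with no other alternative. For CLO1313_RS14030 the paper's value is −0.167 and the one here −0.11, and the fits within the SD are those with DESeq2, with DESeq2 size factors, without the 20 most abundant genes and without cellobiose replicate 3 or xylose replicate 3, and no others. Leaving out cellobiose replicate 2 is the only alternative that comes within the SD for CLO1313_RS02645 (the paper's −0.022 against 0.027) and CLO1313_RS10280 (the paper's 1.028 against 1.17). Leaving out cellobiose replicate 2 or 3 does so, and no other alternative, for CLO1313_RS02915 (the paper's −0.757 against −0.57), CLO1313_RS10290 (the paper's 0.65 against 1.00) and CLO1313_RS10295 (the paper's 0.818 against 1.36).

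The paper states that the pyruvate:ferredoxin oxidoreductases other than PFOR1 did not change past its bound. Of the 6 genes tested for them, 5 stayed within it, and CLO1313_RS01950 fell with a log2 FC of −1.60. The paper describes the genes of Fig. 7 as highly changed, a word it defines elsewhere by a 4-fold bound; all 19 were past 2-fold here and 8 past 4-fold. Among the genes the paper marks past 4-fold, CLO1313_RS08650 and CLO1313_RS12105 were not tested with edgeR for lack of counts, and DESeq2 called 106 genes past 4-fold where edgeR called 103.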

Other observations

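In this part the test of slower growth and the test of runs along the chromosome were chosen only after the result was seen.

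With 3 libraries against 3 there are 10 splits, too few for a share under 0.1. The real split gave 412 genes past 2-fold, 103 past 4-fold and 1800 at any size, and 1 of the 10 splits, the real one, reached these counts. In the other splits edgeR called 0 genes at any size, where 5 to 34 genes had an unadjusted p under 0.05 against 1919 in the real split (DESeq2 was not run on the splits). For lists the real split gave 22 past the threshold and the highest other 15, so camera at its preset correlation passes many lists in splits that mix the sugars. Each of those splits has the sugars in unequal numbers in each group. Part of the sugar difference stays between their groups and the rest widens the spread within them. Their counts of genes and of lists are therefore no baseline for chance.

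Ribosomal protein genes were lower on xylose, 51 of 56, with 1 higher (51 and 2 adjusted over the list alone, 49 and 3 with library totals) and a median log2 FC of −0.66 (camera adjusted p = 1.15e-11; adjusted p = 0.385 with an estimated correlation). The L10 and L7/L12 genes CLO1313_RS01605 and CLO1313_RS01610 had −1.26 (standard error 0.06) and −1.20 (0.06), rpsR −1.02 and rplU −0.94, with all xylose libraries below all cellobiose libraries. A scaling offset or a trend with expression level is argued against, since none of 10000 random lists matched on expression had a median under −0.44. Slower growth on xylose is a candidate explanation, with a ratio of the paper's growth rates of 0.409, but each sugar has one rate and so growth and sugar cannot be told apart here.

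The run of 14 tested genes from CLO1313_RS11800 to CLO1313_RS11865 lower past 2-fold was longer than any of 10000 random orders of the genes gave, where the longest run was 6. A chance run along the chromosome is therefore argued against, and common control of these neighbors may account for it, though neither transcription units nor a regulator was tested.

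Of 11 glycolysis genes, 2 were higher and 8 lower on xylose (the same counts adjusted over the list alone), with a median of −0.35, or −0.20 with library totals (camera adjusted p = 0.0368; 0.385 with an estimated correlation). The abundant gene gap had −0.46, and the phosphoenolpyruvate carboxykinase CLO1313_RS02095 rose from 8232 ± 906 to 14205 ± 1013 CPM, with 0.79 (standard error 0.09). Of 8 genes for fermentation end products, 1 was higher and 6 lower (2 and 6 adjusted over the list alone), with a median of −0.35, which did not pass (camera adjusted p = 0.0757), and with library totals 2 were higher and 4 lower with a median of −0.20. The acetate genes fell most, with −1.75 (standard error 0.13) for pta and −1.66 (0.10) for the acetate kinase CLO1313_RS06035, from 668 ± 102 to 198 ± 27.7 and from 1063 ± 130.4 to 337 ± 30.2 CPM. The V-type ATP synthase genes gave 0 of 7 past the threshold with edgeR (0 adjusted over the list alone, 0 at an unadjusted p under 0.05 and 0 with DESeq2), with a median of −0.07 that turns to 0.08 with library totals (camera adjusted p = 0.452).

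Stress and development genes went both ways. Of 17 chaperone and protease genes, 7 were higher and 5 lower (the same counts adjusted over the list alone), with a median of −0.01 that turns to 0.01 with upper-quartile factors and 0.14 with library totals, where 3 were lower (camera adjusted p = 0.941). The heat-shock repressor gene hrcA had 1.10, the GrpE gene CLO1313_RS04770 0.65, the ClpX gene CLO1313_RS01700 −0.55 and the Hsp33 gene CLO1313_RS12920 −0.65. Of 60 sporulation and germination genes, 14 were higher and 9 lower (13 and 8 adjusted over the list alone), with a median of 0.09, and with library totals 22 were higher and 6 lower with a median of 0.24 (camera adjusted p = 0.454). CLO1313_RS00665, annotated as a sporulation protein, rose from 225 ± 17.2 to 718 ± 26.2 CPM, with 1.67, the spore protein CLO1313_RS15305 had 1.30 and the SpoVS gene CLO1313_RS05710 had 0.82. Of 12 CRISPR genes, 3 were higher and 6 lower (the same counts adjusted over the list alone), with a median of −0.34, or −0.19 with library totals (camera adjusted p = 0.300). They range from 1.26 for cas4 to −1.29 for cas6, with −0.97 for cas7i and −0.92 for the Cas5 gene CLO1313_RS15100. Of the prophage genes only the terminase CLO1313_RS12150 had enough counts, and at levels under 1 CPM it had a log2 FC of 1.03 (standard error 0.29, adjusted p = 0.0124).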
